# Whole genome and transcriptome maps of the entirely black native Korean chicken breed *Yeonsan Ogye*

**DOI:** 10.1093/gigascience/giy086

**Published:** 2018-07-11

**Authors:** Jang-il Sohn, Kyoungwoo Nam, Hyosun Hong, Jun-Mo Kim, Dajeong Lim, Kyung-Tai Lee, Yoon Jung Do, Chang Yeon Cho, Namshin Kim, Han-Ha Chai, Jin-Wu Nam

**Keywords:** *Gallus gallus domesticus*, *Yeonsan Ogye*, whole genome *de novo* assembly, transcriptome maps, hyperpigmentation

## Abstract

**Background:**

*Yeonsan Ogye* (*YO*), an indigenous Korean chicken breed (*Gallus gallus domesticus*), has entirely black external features and internal organs. In this study, the draft genome of *YO* was assembled using a hybrid *de novo* assembly method that takes advantage of high-depth Illumina short reads (376.6X) and low-depth Pacific Biosciences (PacBio) long reads (9.7X).

**Findings:**

The contig and scaffold NG50s of the hybrid *de novo* assembly were 362.3 Kbp and 16.8 Mbp, respectively. The completeness (97.6%) of the draft genome (Ogye_1.1) was evaluated with single-copy orthologous genes using Benchmarking Universal Single-Copy Orthologs and found to be comparable to the current chicken reference genome (galGal5; 97.4%; contigs were assembled with high-depth PacBio long reads (50X) and scaffolded with short reads) and superior to other avian genomes (92%–93%; assembled with short read-only or hybrid methods). Compared to galGal4 and galGal5, the draft genome included 551 structural variations including the fibromelanosis (FM) locus duplication, related to hyperpigmentation. To comprehensively reconstruct transcriptome maps, RNA sequencing and reduced representation bisulfite sequencing data were analyzed from 20 tissues, including 4 black tissues (skin, shank, comb, and fascia). The maps included 15,766 protein-coding and 6,900 long noncoding RNA genes, many of which were tissue-specifically expressed and displayed tissue-specific DNA methylation patterns in the promoter regions.

**Conclusions:**

We expect that the resulting genome sequence and transcriptome maps will be valuable resources for studying domestic chicken breeds, including black-skinned chickens, as well as for understanding genomic differences between breeds and the evolution of hyperpigmented chickens and functional elements related to hyperpigmentation.

## Background

The *Yeonsan Ogye* (*YO*), a designated natural monument of Korea (no. 265), is an indigenous Korean chicken breed that is notable for its entirely black plumage, skin, beak, comb, eyes, shank, claws, and internal organs [1]. In terms of its plumage and body color, as well as its number of toes, this unique chicken breed resembles the indigenous Indonesian chicken breed *Ayam cemani* [2–4]. *YO* also has some morphological features that are similar to those of the *Silkie* fowl, with the exception of the *Silkie*’s veiled black walnut comb and hair-like, fluffy plumage that is white or variably colored [5, 6]. Although the exact origin of the *YO* breed has not yet been clearly defined, its features and medicinal usages were recorded in *Dongui Bogam* [7], a traditional Korean medical encyclopedia compiled and edited by Heo Jun in 1613.

To date, a number of avian genomes from both domestic and wild species have been assembled and compared, revealing genomic signatures associated with the domestication process and genomic differences that provide an evolutionary perspective [8]. The chicken reference genome was first assembled using the red junglefowl [9], first domesticated at least 5,000 years ago in Asia; the latest version of the reference genome was released in 2015 (galGal5, GenBank Assembly ID GCA_000002315.3) [10]. However, because domesticated chickens exhibit diverse morphological features, including skin and plumage colors, the genome sequences of unique breeds are necessary for understanding their characteristic phenotypes through analyses of single nucleotide polymorphisms (SNPs), insertions and deletions (INDELs), structural variations (SVs), and coding and noncoding transcriptomes. Here, we provide the first version of the *YO* genome (Ogye_1.1), which includes annotations of large SVs, SNPs, INDELs, and repeats, as well as coding and noncoding transcriptome maps along with DNA methylation landscapes across 20 *YO* tissues.

## Data Description

### Sample collection

An 8-month-old *YO* chicken (object no. 02127), obtained from the Animal Genetic Resource Research Center of the National Institute of Animal Science (Namwon, Korea), was used in the study (Fig. 1A; [8–34]). All sequencing data in this study (including data from whole genome sequencing, RNA sequencing [RNA-seq], and reduced representation bisulfite sequencing [RRBS]) were obtained from this sample bird. The protocols for the care and experimental use of *YO* were reviewed and approved by the Institutional Animal Care and Use Committee of the National Institute of Animal Science (no. 2014-080). *YO* management, treatment, and sample collection took place at the National Institute of Animal Science.

**Figure 1:**
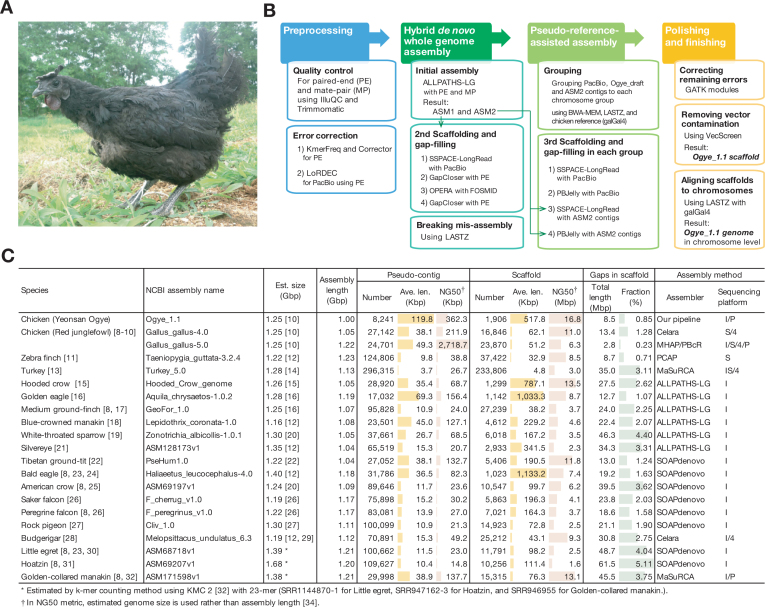
**(A)** A photograph of *Yeonsan Ogye* (*YO*) taken before sampling. **(B)** Hybrid genome assembly pipeline comprising four steps, each of which utilizes a different set of sequencing reads (see Table 1). Detailed methods for breaking misassembly and pseudo-reference-assisted assembly are depicted in Supplementary Figs. S2 and S3. (**C)** The NG50 and average length of pseudo contigs and scaffolds for the Ogye_1.1 and other avian genomes, generated using the indicated assembly methods (in the last column, sequencing platforms are designated as follows: I: Illumina, P: Pacific Biosciences, S: Sanger, 4: Roche454).

### Whole-genome sequencing

Genomic DNA was extracted from blood using the Wizard DNA extraction kit [35] and prepared for DNA sequencing library construction. According to the DNA fragment (insert) size, three different library types were constructed: paired-end libraries for small inserts (280 and 500 bp), mate-pair libraries for large inserts (3, 5, 8, and 10 Kbp), and FSMID libraries for very large inserts (40 Kbp) using Illumina's protocols (Illumina, San Diego, CA, USA) (Table 1). The constructed libraries were sequenced using Illumina's Hiseq2000 platform. In total, 376.6X raw Illumina short reads (100.2X from the small insert libraries and 276.4X from the large insert libraries) were generated (Table 1 and Supplementary Table S1). To fill gaps and improve the scaffold N50, 9.7X Pacific Biosciences (PacBio) long reads were additionally sequenced using the PacBio RS II platform with P6C4 chemistry; the average length of the long reads was 6 Kbp (Table 1).

**Table 1:** Summary of whole-genome sequencing data (estimated genome size 1.25 Gbp)

			Raw data				Preprocessed data							
								Usage of data (coverage, X)						
Platform	Library type	Insert-size	Number of read (10^6^)	Total base (Gbp)	Coverage (X)	SRA accession	Coverage (X)	SEC	ASM1	ASM2	SCF	GF	SV	SIC
Illumina	Paired-end	280 bp	259.2	39.0	31.2	SRR6189087	21.4	O	O				O	O
HiSeq 2000			248.9	37.4	29.9	SRR6189084	20.5	O		O		O	O	O
		500 bp	87.1	13.1	10.5	SRR6189095	4.8	O	O				O	O
			94.4	14.2	11.4	SRR6189097	5.2	O	O			O	O	O
			28.1	4.2	3.4	SRR6189096	1.3	O	O				O	O
			28.3	4.3	3.4	SRR6189098	1.2	O		O		O	O	O
			29.2	4.4	3.5	SRR6189082	1.8	O		O			O	O
			57.4	8.6	6.9	SRR6189094	4.5	O	O			O	O	O
	Paired-end total		832.5	125.2	100.2		60.7	60.7	37.2	23.5	–	31.4	60.7	60.7
	Mate-pair	3 Kbp	293.1	43.6	34.9	SRR6189093	23.6			O			O	
			270.0	40.2	32.1	SRR6189083	21.6		O					
		5 Kbp	229.6	34.2	27.4	SRR6189081	16.9		O				O	
			212.8	31.7	25.4	SRR6189088	15.7			O				
		8 Kbp	273.1	40.7	32.6	SRR6189085	20.2		O				O	
			270.5	40.4	32.3	SRR6189086	19.7			O				
		10 Kbp	338.2	50.4	40.3	SRR6189091	26.7			O			O	
			315.9	47.1	37.7	SRR6189092	25.3		O					
		40 Kbp^a^	169.9	17.2	13.7	SRR6189089	10.7				O			
	Mate-pair total		2,373.2	345.5	276.4		180.4	–	84.0	85.7	10.7	–	87.4	–
PacBio RS II	Long-read	6 Kbp^b^	1.7	12.1	9.7	SRR6189090	9.3				O	O		
Illumina total			3,205.7	470.7	376.6		241.1	60.7	121.2	109.2	20.0	40.7	148.1	
Illumina + PacBio total			3,207.4	482.8	386.3		250.4	60.7	121.2	109.2	29.3	50.0	148.1	

a Fosmid

b Average read length.

Abbreviations: ASM1: initial ALLPATHS-LG assembly; ASM2: additional ALLPATHS-LG assembly; GF: gap-filling; SCF: scaffolding; SEC: sequencing error correction; SIC: SNP/INDEL calling; SV: structural variation detection;.

### Whole transcriptome sequencing

Total RNAs were extracted from 20 tissues using 80% EtOH and TRIzol (Sigma-Aldrich, St. Louis, MO, USA). The RNA concentration was checked using Quant-IT RiboGreen (Invitrogen, Carlsbad, CA, USA). To assess the integrity of the total RNA, samples were run on the Agilent 2200 TapeStation system (Agilent Technologies, Waldbronn, Germany). Only high-quality RNA samples (RNA integrity number ≥7.0) were used for RNA-seq library construction. Each library was independently prepared with 300 ng of total RNA using an Illumina TruSeq Stranded Total RNA Sample Prep Kit (Illumina, San Diego, CA, USA). The rRNA in the total RNA was depleted using a Ribo-Zero kit. After rRNA depletion, the remaining RNA was purified, fragmented, and primed for cDNA synthesis. The cleaved RNA fragments were copied into the first cDNA strand using reverse transcriptase and random hexamers. This step was followed by second strand cDNA synthesis using DNA polymerase I, RNase H, and dUTP. The resulting cDNA fragments then underwent an end-repair process, the addition of a single “A” base, after which adapters were ligated. The products were purified and enriched with polymerage chein reaction (PCR) to create the final cDNA library. The libraries were quantified using qPCR according to the qPCR Quantification Protocol Guide (KAPA Library Quantification kits for Illumina sequencing platforms) and the integrity of the cDNA libraries was examined using the Agilent 2200 TapeStation system. In sum, about 1.5 billion RNA-seq reads were sequenced from the following 20 tissues from the same bird: breast, liver, bone marrow, fascia, cerebrum, gizzard, mature and immature eggs, comb, spleen, cerebellum, gallbladder, kidney, heart, uterus, pancreas, lung, skin, eye, and shank (Table 2).

**Table 2:** Sequencing and mapping summary of RNA-seq data

	Paired end			Single end		
Samples	No. of reads	Mapping rate, %	SRA accession	No. of reads	Mapping rate, %	SRA accession
Breast	34,893,064	92.05	SRX3223583	43,294,022	90.70	SRX3223603
Liver	33,476,266	85.75	SRX3223584	48,032,813	85.81	SRX3223604
Bone marrow	30,975,506	85.00	SRX3223585	40,286,974	87.99	SRX3223605
Fascia	33,316,764	84.61	SRX3223586	42,425,452	87.93	SRX3223606
Cerebrum	30,887,821	89.95	SRX3223587	46,455,658	92.32	SRX3223607
Gizzard	31,537,118	84.00	SRX3223588	38,689,871	85.82	SRX3223608
Immature egg	32,009,437	87.73	SRX3223589	32,048,703	87.80	SRX3223609
Comb	31,936,332	85.34	SRX3223590	37,985,049	87.76	SRX3223610
Spleen	28,946,777	89.70	SRX3223591	38,704,448	89.33	SRX3223611
Mature egg	30,873,699	91.98	SRX3223592	40,650,664	92.17	SRX3223612
Cerebellum	30,798,145	93.53	SRX3223593	39,940,946	93.34	SRX3223613
Gallbladder	35,862,229	84.83	SRX3223594	35,423,339	87.06	SRX3223614
Kidney	29,953,007	87.25	SRX3223595	39,894,009	89.99	SRX3223615
Heart	30,986,431	94.14	SRX3223596	45,951,338	91.49	SRX3223616
Uterus	33,444,002	91.89	SRX3223597	46,650,355	90.63	SRX3223617
Pancreas	30,595,568	82.52	SRX3223598	47,361,192	84.35	SRX3223618
Lung	31,533,498	87.63	SRX3223599	45,552,982	92.34	SRX3223619
Skin	34,442,464	82.36	SRX3223600	41,934,970	84.00	SRX3223620
Eye	33,006,509	89.21	SRX3223601	44,044,630	91.82	SRX3223621
Shank	28,643,334	94.07	SRX3223602	47,716,995	79.86	SRX3223622

### Reduced representation bisulfite sequencing

RRBS libraries were prepared following Illumina's RRBS protocol. To prepare the libraries, 5 µg of genomic DNA that had been digested with the restriction enzyme MspI and purified with a QIAquick PCR purification kit (QIAGEN, Hilden, Germany); a TruSeq Nano DNA Library Prep Kit (Illumina, San Diego, CA, USA) was used. Eluted DNA fragments were end-repaired, extended on the 3' end with an “A,” and ligated with Truseq adapters. The products, which ranged from 175 to 225 bp in length (insert DNA of 55–105 bp plus adaptors of 120 bp), were excised from 2% (w/v) Low Range Ultra Agarose gel (Biorad, Hercules, CA, USA) and purified using the QIAquick gel extraction protocol. The purified DNA underwent bisulfite conversion using the EpiTect Bisulfite Kit (Qiagen, 59 104). The bisulfite-converted DNA libraries were amplified by PCR (four cycles) using PfuTurbo Cx DNA polymerase (Agilent, 600 410). The quantity of the DNA libraries was then examined using qPCR, and the integrity was examined using the Agilent 2200 TapeStation system. The final product was sequenced using the HiSeq 2500 platform (Illumina, San Diego, CA, USA). Ultimately, 123 million RRBS reads were produced from 20 tissues from the same bird (see Table 3).

**Table 3:** Sequencing and mapping summary of RRBS data

Samples	No. of reads	Mapping rate, %	SRA accession
Breast	6,042,106	68.90	SRX3223667
Liver	6,744,208	74.20	SRX3223668
Bone marrow	5,736,011	72.00	SRX3223669
Fascia	5,720,194	68.90	SRX3223670
Cerebrum	6,078,989	70.00	SRX3223671
Gizzard	5,731,878	69.40	SRX3223672
Immature egg	6,741,258	67.70	SRX3223673
Comb	5,948,687	72.90	SRX3223674
Spleen	6,307,517	77.60	SRX3223675
Mature egg	6,246,607	69.20	SRX3223676
Cerebellum	6,291,610	68.20	SRX3223677
Gallbladder	5,738,180	70.10	SRX3223678
Kidney	5,470,502	68.60	SRX3223679
Heart	5,462,739	69.40	SRX3223680
Uterus	6,046,764	67.90	SRX3223681
Pancreas	7,100,215	70.30	SRX3223682
Lung	5,640,120	67.60	SRX3223683
Skin	7,226,309	72.40	SRX3223684
Eye	6,956,141	71.90	SRX3223685
Shank	5,924,463	74.20	SRX3223686

## Hybrid Whole-Genome Assembly

The Ogye_1.1 genome was assembled using our hybrid genome assembly pipeline, employing the following four steps: 1) preprocessing, 2) hybrid *de novo* assembly, 3) pseudo-reference-assisted assembly, and 4) polishing and finishing (Fig. 1B and Supplementary Fig. S1). In the preprocessing step, reads in which ≥30% of the nucleotides had a Phred score <20 were excluded using the NGS QC Toolkit (IlluQC_PRLL.pl) [36]; the adaptor sequences of the remaining reads were removed using Trimmomatic (Trimmomatic, RRID:SCR_011848) [37]; and three nucleotides at the 5’ end and five nucleotides at the 3’ end of the reads were trimmed using the NGS QC Toolkit (TrimmingReads.pl). After quality control, the sequencing errors in the Illumina paired-end short reads were corrected using KmerFreq and Corrector [38]. After these steps, 241.1X preprocessed reads were obtained for whole-genome assembly. In turn, using the corrected short reads, the sequencing errors in the PacBio long reads were corrected using LoRDEC [39].

In the hybrid *de novo* genome assembly, the initial assembly (ASM1) was done with 121.2X error-corrected short reads from the paired-end and mate-pair libraries (see Table 1) using ALLPATHS-LG (ALLPATHS-LG, RRID:SCR_010742) [40] with the default option, producing contigs and scaffolds with N50 lengths of 53.6 Kbp and 10.7 Mbp, respectively (Fig. 1B; Supplementary Fig. S1). Additionally, another assembly (ASM2) was built with 109.2X paired-end and mate-pair reads that were unused in the initial assembly (see Table 1) using ALLPATHS-LG, resulting in 34,539 contigs with an N50 length of 59.2 Kbp. The resulting ASM2 contigs were then subjected to the pseudo-reference-assisted assembly step. In the second round of scaffolding and gap-filling (after the first scaffolding and gap-filling done during ASM1), the ASM1 scaffolds were connected with corrected PacBio long reads using SSPACE-LongRead [41], and gaps within and between scaffolds were examined with error-corrected short reads using GapCloser (GapCloser, RRID:SCR_015026) [38]. Then, the gap-filled scaffolds were connected again with FOSMID reads using OPERA [42], and the remaining gaps were re-examined with error-corrected short reads using GapCloser, resulting in scaffolds with an N50 length of 27.8 Mbp. However, some misassemblies (as illustrated in Supplementary Fig. S2A) were found by alignment of the resulting scaffolds with the galGal4 genome (GenBank assembly accession GCA_000002315.2) using LASTZ [43]. During an analysis of the resulting alignments, 30 misassemblies were detected and broken at each break point, as described in Supplementary Fig. S2. Breaking scaffolds at the break points resulted in a scaffold N50 length of 18.7 Mbp (Supplementary Fig. S1). For contigs, we considered a pseudo contig, broken at positions where two or more contiguous Ns appeared in scaffolds, resulting in a pseudo contig N50 of 108.6 Kbp.

In the pseudo-reference-assisted assembly step, error-corrected PacBio long reads and ASM2 contigs were utilized to reduce the topological complexity of the assembly graphs [44] (Fig. 1B). Because even scaffolding with long reads can be affected by repetitive sequences, the scaffolds mapped to each chromosome were transformed into a hierarchical bipartite graph to minimize the influence of repetitive sequences using TSRATOR [45] (Supplementary Fig. S3). In detail, error-corrected PacBio reads and ASM2 contigs were mapped to the scaffolds using BWA-MEM and, in turn, the scaffolds were mapped to the galGal4 genome using LASTZ to build the hierarchical bipartite graph. Using the hierarchical bipartite graphs, all scaffolds, PacBio reads, and ASM2 contigs were finally grouped to each chromosome. Based on these results, a third round of scaffolding and gap-filling was performed with the long reads and the ASM2 contigs in each chromosome group using SSPACE-LongRead and PBJelly (PBJelly, RRID:SCR_012091) [46], respectively, resulting in a scaffold N50 of 21.2 Mbp with 0.85% gaps (Supplementary Fig. S1).

In the last step, nucleotide errors or ambiguities were corrected using the GATK (GATK, RRID:SCR_001876) pipeline [47] with paired-end reads. In turn, any vector contamination was removed using VecScreen with the UniVec database [48] (Fig. 1B), resulting in 506.3 Kbp and 21.2 Mbp contig and scaffold N50 lengths, respectively. The final assembly results (Ogye_1.1 scaffold) showed that the gap percentage and (pseudo-)contig N50 were significantly improved, from 1.87% and 53.6 Kbp in the initial assembly to 0.85% and 506.3 Kbp in the final assembly, respectively (Supplementary Fig. S1). Using the estimated chicken genome size (1.25 Gbp [10]), Ogye_1.1 scaffold's contig and scaffold NG50 lengths were estimated at 362.3 Kbp and 16.8 Mbp, respectively (Fig. 1C). The complete genome sequence at the chromosome level was built by connecting the final scaffolds in their order of appearance in each chromosome with the introduction of 100 Kbp “N” gaps between them (Supplementary Fig. S4) (see [79]). To evaluate its completeness, the Ogye_1.1 genome was compared to the galGal4 (short-read-based assembly) and galGal5 (long-read-based assembly) genomes, with respect to 2,586 conserved vertebrate genes, using Benchmarking Universal Single-Copy Ortholog (BUSCO) (BUSCO, RRID:SCR_015008) [49] with OrthoDB v9 (OrthoDB, RRID:SCR_011980) [50]. The Ogye_1.1 genome contained more complete single-copy BUSCO genes (Table 4).

**Table 4:** Comparison of genome completeness using BUSCO

		Complete			
Species	Assembly name	Single-copy, %	Duplication, %	Fragment, %	Missing, %
Chicken	Ogye_1.1	97.60	0.50	0.90	1.00
	Gallus_gallus-4.0	96.90	0.90	1.10	1.10
	Gallus_gallus-5.0	97.40	0.90	0.70	1.00
Turkey	Turkey_5.0	93.70	0.50	4.10	1.70
Duck	BGI_duck_1.0	92.60	0.40	4.80	2.20
Zebra finch	Taeniopygia_guttata-3.2.4	93.60	2.20	2.70	1.50

## Large Structural Variations

When the Ogye_1.1 genome was compared to galGal4 and galGal5 using LASTZ [43], putative large SVs (>1 Kbp) were detected for each reference genome, and they were validated by four different SV prediction programs (Delly, Lumpy, FermiKit, and novoBreak) [51–54] (Supplementary Fig. S5 and Table S2). SVs, validated by at least one program, included 185 deletions, 180 insertions, 158 duplications, 23 inversions, and 5 intra- or inter-chromosomal translocations. A total of 290 and 447 distinct SVs were detected relative to galGal4 and galGal5, respectively, suggesting that either reference assembly could include misassemblies.

Although the fibromelanosis (FM) locus, which contains the hyperpigmentation-related *edn3* gene, is known to be duplicated in the genomes of certain hyperpigmented chicken breeds, such as *Silkie* and *Ayam cemani* [3, 6], the exact structure of the duplicated FM locus in such breeds has not been completely resolved due to its large size (∼1 Mbp). A previous study, using conventional PCR assays, suggested three possible rearrangements at the FM locus [3]. To understand more about the mechanism of FM locus rearrangement in the Ogye_1.1 genome, the FM loci from *YO* and galGal4 were compared with mapped paired-end and mate-pair reads. A doubled read depth at two loci including the FM locus was detected in *YO*, indicating that the loci had been duplicated (Fig. 2A top). As previously reported [3, 6], our paired-end and mate-pair reads of *YO*’s FM locus were discordantly mapped to the galGal4 FM locus (Supplementary Fig. S6). The intervening region between the two duplicated regions was estimated to be 412.6 Kbp in length in the Ogye_1.1 genome. Based on these results, we propose three possible scenarios that might have produced the FM locus rearrangement (Fig. 2B). To discern which rearrangement best fits our results, the FM loci from galGal4 and the Ogye draft were compared with the resulting scaffolds, showing an inverted duplication with discontinued scaffolds at both duplicated regions (Fig. 2A, 2C). The results, with a discontinued scaffold on both sides, support rearrangement 1 rather than rearrangement 2 or 3, which have a discontinued scaffold on only one side. Although rearrangement 1 needs to be further validated, the FM locus in the Ogye_1.1 genome was updated according to the first rearrangement (Fig. 2C). Given the resulting alignment, the sizes of Gap_1 and Gap_2 were estimated to be 164.5 Kbp and 63.3 Kbp, respectively.

**Figure 2:**
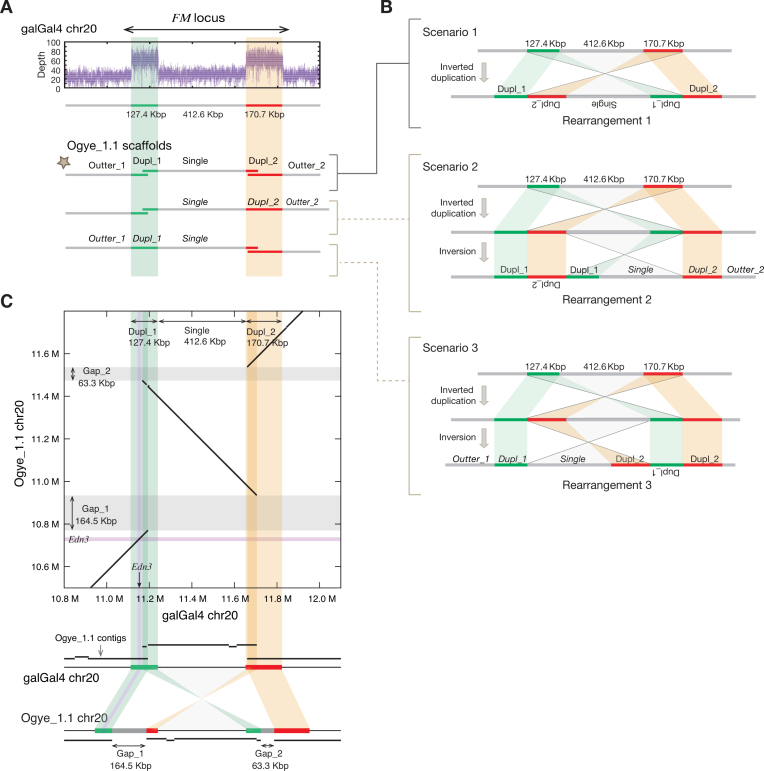
**(A)** The read depth of a locus on chromosome 20 is shown in the top panel, and the continuous/discontinuous patterns between mapped scaffolds are shown in the bottom panel. The star indicates the pattern that is discontinuous on both sides, validated in **(C)**. (**B)** Three possible scenarios were developed based on the overlap patterns. The green and red lines indicated two duplicated genomic loci (Dupl_1 and Dupl_2, respectively) including the FM locus. Scenario 1 consists of a one-step rearrangement—an inverted duplication—whereas scenarios 2 and 3 consist of a simultaneous rearrangement of an inverted duplication and an inversion. The three rearrangements were suggested in a previous study [3]. (**C)** A comparison of the FM locus in galGal4 and the Ogye draft genome with aligned contigs (black lines) in each scaffold. The gray bands indicate the estimated gaps between contigs. The estimated sizes of Gap_1 and Gap_2 are 164.5 Kbp and 63.3 Kbp, respectively. The purple lines in the box indicate the *edn3* gene locus and the green and yellow shades indicate the duplicated regions (Dupl_1 and Dupl_2, respectively). The dark green and yellow shades indicate the discontinuous regions between scaffolds.

## Annotations

### Repeats

Repeat elements in the Ogye_1.1 and other genomes (human, mouse, pig, western painted turtle, tropical clawed frog, zebra finch, turkey, and chicken) were predicted by a reference-guided approach using RepeatMasker (RepeatMasker, RRID:SCR_012954) [55] with Repbase libraries [56]. In the Ogye_1.1 genome, 205,684 retro-transposable elements (7.65%), including long interspersed nuclear elements (LINEs) (6.41%), short interspersed nuclear elements (SINEs) (0.04%), and long terminal repeat (LTR) elements (1.20%), 27,348 DNA transposons (0.94%), 7,721 simple repeats (0.12%), and 298 low-complexity repeats (0.01%) were annotated (Fig. 3 and Supplementary Table S3). Repeats are similarly distributed in the Ogye_1.1 and other avian genomes (Fig. 3 and Supplementary Table S4). Compared with other avian genomes, the Ogye_1.1 genome resembles galGal4 and galGal5 the most in terms of repeat composition except for that of simple repeats (0.12% for Ogye_1.1, 1.12% for galGal4, and 1.24% for galGal5), low-complexity (0.01% for Ogye_1.1, 0.24% for galGal4, and 0.25% for galGal5), and satellite DNA repeats (0.01% for Ogye_1.1, 0.20% for galGal4, and 0.22% for galGal5). The distribution of transposable elements across all chromosomes is depicted in Supplementary Fig. S7.

**Figure 3:**
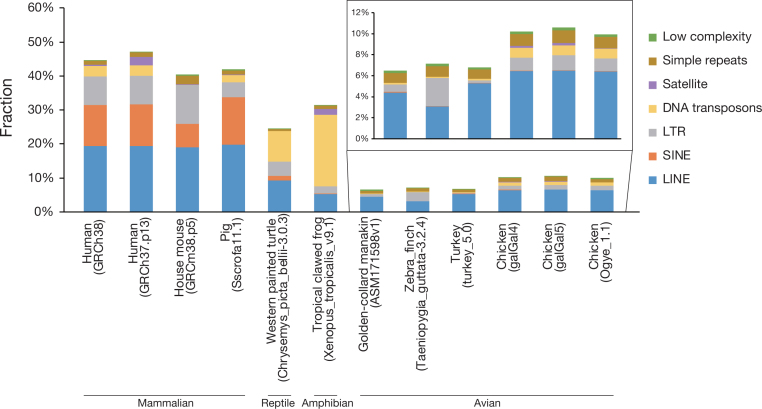
Composition of repeat elements in different assemblies of avian, amphibian, reptile, and mammalian genomes. The repeats in unplaced scaffolds were not considered.

### SNPs and INDELs

To annotate SNPs and INDELs in the Ogye_1.1 genome, all paired-end libraries were mapped to the Ogye_1.1 genome using BWA-MEM and deduplicated using Picard modules [57]. We identified 3,206,794 SNPs and 302,463 INDELs across the genome using VarScan 2 with options –min-coverage 8 –min-reads2 2 –min-avg-qual 15 –min-var-freq 0.2 –p-value 1e-2 [58]. The densities of SNPs and INDELs across all chromosomes are depicted in Supplementary Fig. S7.

### Protein-coding genes

To sensitively annotate protein-coding genes, all paired-end RNA-seq data were mapped on the Ogye_1.1 genome using STAR [59] for each tissue, and the mapping results were then assembled into potential transcripts using StringTie [60]. Assembled transcripts from each sample were merged using StringTie, and the resulting transcriptome was subjected to the prediction of coding DNA sequences (CDSs) using TransDecoder [61]. For high-confidence prediction, transcripts with intact gene structures (5’UTR, CDS, and 3’UTR) were selected. To verify their coding potential, the candidate sequences were examined using CPAT [62] and CPC [63]. Candidates with a high CPAT score (>0.99) were directly assigned to be protein-coding genes, and those with an intermediate score (0.8–0.99) were re-examined to determine whether the CPC score was >0. Candidates with low coding potential or that were partially annotated were examined to determine if their loci overlapped with annotated protein-coding genes from galGal4 (ENSEMBL cDNA release 85). Overlapping genes were added to the set of Ogye_1.1 protein-coding genes. Using this protein-coding gene annotation pipeline (Supplementary Fig. S8), 15,766 protein-coding genes were finally annotated in the Ogye_1.1 genome, including 946 novel genes and 14,819 known genes (Fig. 4A). However, 164 galGal4 protein-coding genes were not mapped to the Ogye_1.1 genome by GMAP (Supplementary Table S5), 131 of which were confirmed to be expressed in *YO* (≥0.1 FPKM) using all paired-end *YO* RNA-seq data. In contrast, the remaining 33 genes were not expressed in *YO* (<0.1 FPKM) or were lost from the Ogye_1.1 genome. Of the 33 missing genes, 26 appeared to be located on unknown chromosomes and the remainder are on autosomes (six genes) or the W sex chromosome (one gene) in galGal4. The density of protein-coding genes across all chromosomes is depicted in Supplementary Fig. S7.

**Figure 4:**
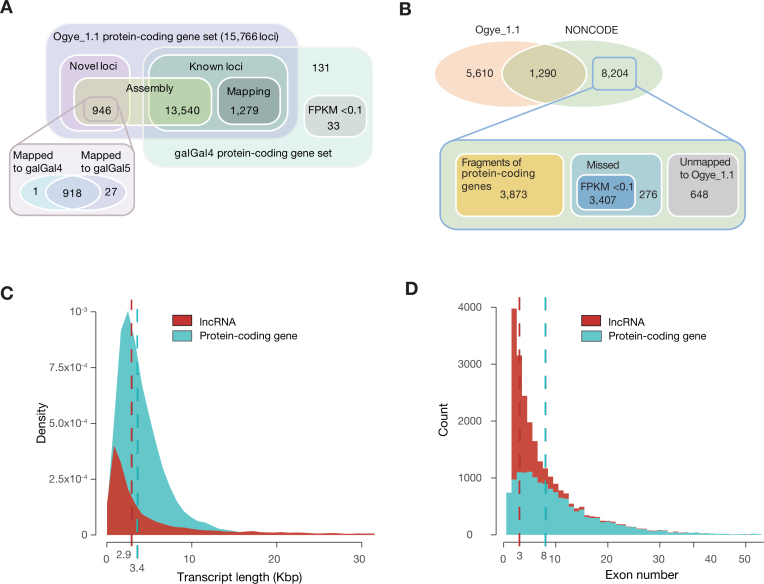
**(A)** A Venn diagram showing the number of protein-coding genes in the Ogye_1.1 genome. (**B)** A Venn diagram showing the number of Ogye_1.1 and galGal4 lncRNAs. (**C)** Distribution of transcript length (red for lncRNAs and cyan for protein-coding genes). The vertical dotted lines indicate the median length. (**D)** Distribution of the number of exons per transcript. Otherwise, as in **(C)**.

### lncRNAs

To annotate and profile lncRNA genes, we used our lncRNA annotation pipeline (Supplementary Fig. S9), adopted from our previous study [64]. Pooled single- and paired-end RNA-seq reads from each tissue were mapped to the Ogye_1.1 genome (PRJNA412424) using STAR [59] and subjected to transcriptome assembly using Cufflinks (Cufflinks, RRID:SCR_014597) [65], leading to the construction of transcriptome maps for 20 tissues. The resulting maps were combined by Cuffmerge and, in total, 206,084 transcripts from 103,405 loci were reconstructed in the Ogye genome. We removed other RNA biotypes (the sequences of mRNAs, tRNAs, rRNAs, snoRNAs, miRNAs, and other small noncoding RNAs downloaded from ENSEMBL biomart) and short transcripts (less than 200 nt in length). A total of 54,760 lncRNA candidate loci (60,257 transcripts) were retained and compared with a chicken lncRNA annotation from NONCODE (v2016) [66]. Of the candidates, 2,094 loci (5,215 transcripts) overlapped with previously annotated chicken lncRNAs. Then, 52,666 nonoverlapping loci (55,042 transcripts) were further examined to determine whether they had coding potential using CPC score [63]. Those with a score greater than –1 were filtered out, and the remainder (14,108 novel lncRNA candidate loci without coding potential) were subjected to the next step. Because many candidates still appeared to be fragmented, those with a single exon but with neighboring candidates within 36,873 bp, which is the length of introns in the 99th percentile, were re-examined using both exon-junction reads consistently presented over 20 tissues and the maximum entropy score [67], as done in our previous study [64]. If there were at least two junction reads spanning two neighboring transcripts or if the entropy score was greater than 4.66 in the interspace, the two candidates were reconnected, and those with a single exon were discarded. In the final version, 6,900 loci (5,610 novel and 1,290 known) were annotated as lncRNAs (see Fig. 4B), which included 6,170 (89.40%) intergenic lncRNAs and 730 (10.57%) anti-sense ncRNAs. Consistent with previous results [68–71], the median Ogye lncRNA transcript length and exon number were less than those of protein-coding genes (Fig. 4C and 4D).

Whereas 13,540 of 14,983 protein-coding genes (90.4%) were redetected in our protein-coding gene annotations (see Fig. 4A), only 1,290 (13.6%) of NONCODE lncRNAs were redetected in our Ogye_1.1 lncRNA annotations (Fig. 4B). The majority of the missing NONCODE lncRNAs were either fragments of protein-coding genes or not expressed in all 20 Ogye tissues (Fig. 4B). Only 276 were actually missing in the transcriptome assembly, and 648 were not mapped to the Ogye_1.1 genome.

## Coding and noncoding transcriptome maps

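The expression data were 40 RNA-seq libraries of 20 tissues from an 8-month-old bird, with 1 paired-end and 1 single-end library per tissue. The paired-end and single-end libraries of a tissue are separate libraries and were not averaged as replicates, so no value has a replicate error. The black tissues were fascia, comb, skin and shank, and the other 16 tissues formed the comparison. Each deposited file gives an expression level in FPKM (fragments per kilobase of transcript per 1000000 mapped fragments) for 15766 protein-coding and 6900 lncRNA genes. The authors trimmed the reads with sickle, aligned them to the Ogye_1.1 genome with STAR inside RSEM, and quantile normalized the FPKM values across tissues, which would give each library nearly the same set of values in a different order of genes. As a trace of this step, the highest protein-coding value was 485387 FPKM in each of the 20 paired-end libraries and 426909 FPKM in each of the 20 single-end libraries. The number of protein-coding genes at 10 FPKM or more in a paired-end library is therefore nearly fixed, between 4757 and 4771, and that of lncRNA genes, whose sorted values differ between the paired-end libraries, lay between 1880 and 2044. The files hold no read counts, so the depth behind a single value is unknown from them. The read numbers in the paper's Table 2 are between 28643334 and 35862229 for the paired-end libraries, with a median of 31535308, and between 32048703 and 48032813 for the single-end libraries, with a median of 42180211. From the FPKM values as deposited, genes past a threshold were counted, tissue-specific genes were selected, and principal components were computed. The choices that could change the numbers are the library layout, the threshold, the fold used for tissue specificity, and the scale of the values. Expression level was compared between the layouts as a check of the libraries. Across all genes, each of the 20 single-end libraries had its highest Spearman's rho with the paired-end library of the same tissue, with rho between 0.789 in shank and 0.899. Within protein-coding genes alone this held for 19 tissues and within lncRNA genes alone for 18, and genes are not independent replicates in these correlations.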

Using paired-end *YO* RNA-seq data, the expression levels of protein-coding and lncRNA genes were calculated across 20 tissues (Supplementary Fig. S10). In the profiled transcriptomes, 1,814 protein-coding and 1,226 lncRNA genes were expressed with ≥10 FPKM in only one tissue, whereas 1,559 protein-coding and 351 lncRNA genes were expressed with ≥10 FPKM in all tissues. 

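Counted over the 20 paired-end libraries, 1841 protein-coding genes were at 10 FPKM or more in only 1 tissue and 1599 were at 10 FPKM or more in all 20. The corresponding numbers of lncRNA genes were 1224 and 351. Among the single-end libraries, 1758 protein-coding genes and 1357 lncRNA genes passed 10 FPKM in only 1 tissue, and 2016 and 440 passed it in all tissues. The threshold moved the counts most, since at 5 FPKM 3453 protein-coding genes passed it in all tissues and at 20 FPKM only 572 did. By tissue, the protein-coding genes past the threshold in a single tissue ranged from 7 under the label uterus to 185 under the label kidney, and the lncRNA genes from 11 in skin to 156 in kidney. Among the black tissues, the protein-coding gene with the highest value of this kind was OGYEPROG005520, at 8064 FPKM in the paired-end library labelled comb, at most 4.63 FPKM in any other paired-end library and 8328 FPKM in the single-end library labelled comb. The lncRNA genes chosen in the same way differed between the layouts. In the paired-end libraries, lnc-FGF6-1 was at 165 FPKM in fascia, lnc-IL12B-1 at 202 FPKM in comb and lnc-MMP10-1 at 120 FPKM in shank. In the single-end libraries of the same tissues they were at 0.077, 0 and 0.557 FPKM, in that order, and each of the 3 had its highest single-end value in another tissue. The values in fascia and comb are the lowest of their libraries, and 3500 lncRNA genes share that of fascia.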

In black tissues (fascia, comb, skin, and shank), we have found that 6,702 protein-coding and 3,291 lncRNA genes were expressed with ≥10 FPKM, the majority of which appeared to be expressed in a tissue-specific manner (Fig. 5A). 

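A gene was counted here when it was at 10 FPKM or more in at least 1 of the 4 black tissues. Under this rule 7490 protein-coding genes and 3291 lncRNA genes were counted in the paired-end libraries. Without each black tissue in turn, the counts ranged from 6701 to 7031 protein-coding genes and from 2937 to 3080 lncRNA genes. A requirement of 10 FPKM in all 4 black tissues moved the counts most and left 2760 protein-coding and 920 lncRNA genes. With tissue specificity taken as a maximum at least 4 times the mean over 20 tissues, 29.5% of the 7490 protein-coding genes were tissue-specific (95% Wilson interval 28.5 to 30.5%). Of the 3291 lncRNA genes, 60.9% were tissue-specific (interval 59.2 to 62.6%). The maximum could lie in any of the 20 tissues, so these shares do not measure specificity to a black tissue. These intervals cover counting error over genes only, and there is no replicate from which a spread between birds could be taken. The share was higher for lncRNA than for protein-coding genes in the single-end libraries as well, at 57.9% against 28.9%. In none of the 20 paired-end libraries was the tissue nearest by Spearman's rho across protein-coding genes also the nearest across lncRNA genes.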

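The lncRNA gene lnc-LAMA2-1 was at 143.2 FPKM in the paired-end library of shank, 50.8 FPKM in fascia, 37.1 FPKM in skin and 35.5 FPKM in comb. Of the 16 other tissues, eye was at 19.5 FPKM and breast at 15.9 FPKM, and the rest were listed at 0. In the single-end libraries its highest value was in skin, at 93.3 FPKM, followed by fascia at 56.4 FPKM, breast at 30.6 FPKM and comb at 21.6 FPKM. Gallbladder at 20.3 FPKM, eye at 18.3 FPKM and heart at 13.5 FPKM came next, above shank at 8.84 FPKM. The 2 layouts thus place its highest value in different black tissues. Shank was also the tissue in which the lncRNA values of the layouts were least alike, with a Spearman's rho of 0.509 across 6900 lncRNA genes against a median of 0.724 over the 20 tissues. The files list protein-coding genes by identifiers that the materials used here do not pair with gene names, so krt9 was not analysed here.

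**Figure D1:**
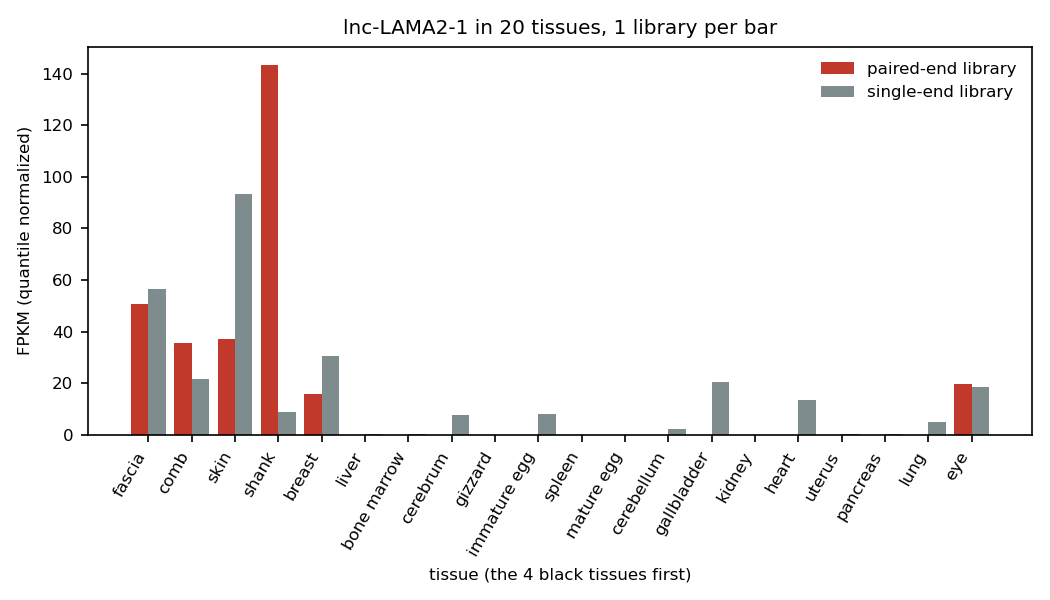
Expression level of lnc-LAMA2-1 in FPKM (vertical axis, linear from 0) in 20 tissues (horizontal axis, black tissues first), with the paired-end library of each tissue in red and the single-end library in grey. Each bar is 1 library without replicates; the highest paired-end bar is shank at 143.2 FPKM and the highest single-end bar is skin at 93.3 FPKM.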

For instance, the protein-coding gene *krt9* and the lncRNA *lnc-lama2-1* are highly expressed in black tissues, particularly in comb and shank, respectively (Fig. 5B and 5C).

**Figure 5:**
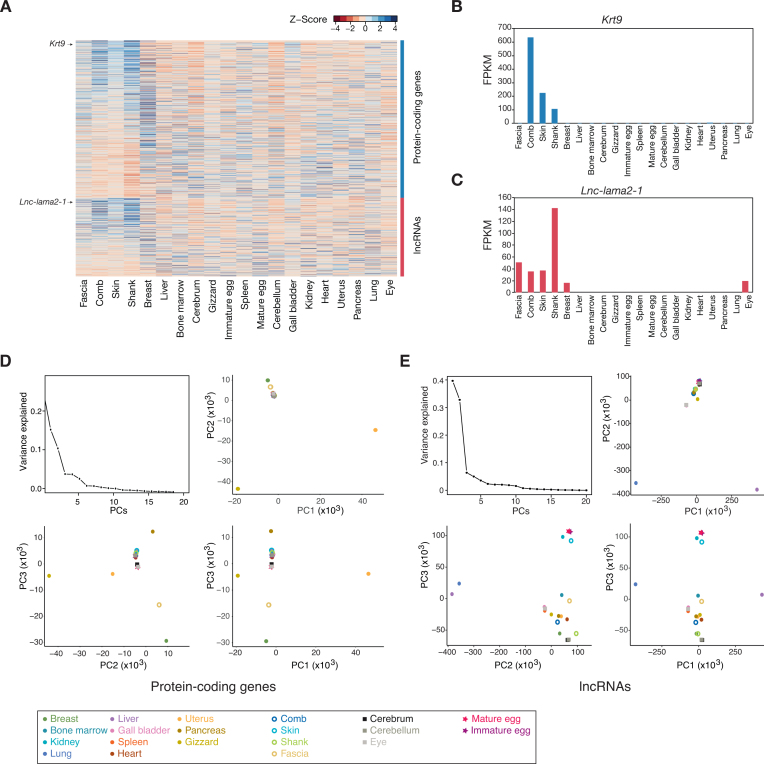
**(A)** The expression patterns of the genes expressed with }{}$ \ge 10\;$ FPKM in black tissues. Expression levels are indicated with a color-coded Z-score (red for low and blue for high expression) as shown in the key. (**B)** Expression levels of *krt9* across 20 tissues. **(C)** Expression levels of *lnc-lama2–1* across 20 tissues. **(D)** Principal component analysis (PCA) using tissue-specific protein-coding genes. PCs explaining the variances are indicated with the amount of the contribution in the top-left plot. PCA plots are shown with PC1, PC2, and PC3 plotted in a pairwise manner. Each tissue is indicated on the PCA plot with a specific color. **(E)** PCA using tissue-specific lncRNAs. Otherwise, as in **(A)**.

Because lncRNAs tend to be specifically expressed in a tissue or in related tissues, they could be more useful than protein-coding genes for defining genomic characteristics of tissues. To prove this idea, principle component analyses were performed with 9,153 tissue-specific protein-coding and 5,191 tissue-specific lncRNA genes using the reshape2 R package (Fig. 5D and 5E) [72]. Here, we classified a gene as tissue-specific if the maximum expression value was at least four-fold higher than the mean value over 20 tissues. 

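Applied to the paired-end libraries without a minimum expression level, this definition gave 7353 tissue-specific protein-coding genes and 5190 tissue-specific lncRNA genes. The protein-coding number moved with the fold, from 9348 genes at 3-fold to 6000 genes at 5-fold, and the lncRNA number ranged from 5880 to 4593 over the same folds. With an expression level of at least 10 FPKM in 1 or more tissues, 4524 protein-coding and 4839 lncRNA genes remained. The paper reasons that lncRNAs tend to be expressed in a single tissue or in related tissues and proposes that they could therefore characterise tissues better than protein-coding genes do, which it examines by principal component analysis of the tissue-specific genes of each class.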

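Principal components were computed from the FPKM values of the tissue-specific genes in the 20 paired-end libraries, with tissues as observations and genes centred but not scaled. For lncRNAs, PC1, PC2 and PC3 explained 49.0%, 44.0% and 2.40% of the variance, or 95.4% together. For protein-coding genes they explained 28.0%, 25.2% and 16.1%, or 69.2% together. This order depends on the scale of the values. On log2(FPKM + 1) the first 3 PCs explained 30.3% of the variance for lncRNAs and 46.3% for protein-coding genes, and with each gene scaled to unit variance they explained 28.1% and 37.6%. A single gene made up most of the squared loadings of each component. The gene anr-AMY2A-1, at 392519 FPKM in pancreas, made up 51.3% of those of PC1 for lncRNAs. PC2 was led by anr-APOV1-1, at 392519 FPKM in liver, with 51.1%. PC3 was led by lnc-TRIM2-1, at 45604 FPKM in both immature and mature egg, with 74.1%. By their lncRNA scores, liver and pancreas lay far from all other tissues on both PC1 and PC2. They lay on opposite sides on PC1 and on the same side on PC2. PC1 thus set liver against pancreas and PC2 set both against the other tissues, so neither is an axis of a single tissue. On PC3, gallbladder and lung lay beside immature and mature egg. For protein-coding genes, a single gene made up 75.5% of PC1, another 79.3% of PC2 and another 61.1% of PC3.
The closeness of related tissues was measured as the mean distance between them on PC1 to PC3 divided by the mean distance between all pairs of tissues, with a one-sided exact permutation test over all choices of as many tissues. The 4 black tissues had a ratio of 0.0174 for lncRNAs (exact p = 0.0120 over 4845 choices) and 0.0708 for protein-coding genes (exact p = 0.0840). For lncRNAs the test did not pass in the single-end libraries, where the ratio was 0.192 (exact p = 0.525), while on log2(FPKM + 1) the ratio in the paired-end libraries was 0.133 (exact p = 0.000206, the smallest that 4845 choices allow). Cerebrum and cerebellum had a ratio of 0.0259 for lncRNAs (exact p = 0.168 over 190 pairs) and 2.00 for protein-coding genes (exact p = 0.742). On log2(FPKM + 1) the brain ratios were 0.0455 (exact p = 0.0158) and 0.435 (exact p = 0.195), so that the protein-coding ratio fell below 1. The difference between the gene classes in these ratios was not itself tested.
The relation between tissues by label differed between the gene classes. Across lncRNA genes, Spearman's rho was 0.763 between cerebrum and cerebellum, 0.668 between skin and shank and 0.455 between liver and pancreas. Across protein-coding genes, the highest rho was 0.976, between the libraries labelled liver and pancreas, and the library labelled cerebellum was nearest to that labelled uterus, at 0.929, with that labelled cerebrum next at 0.866. These correlations are across genes, which are not independent replicates.

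**Figure D2:**
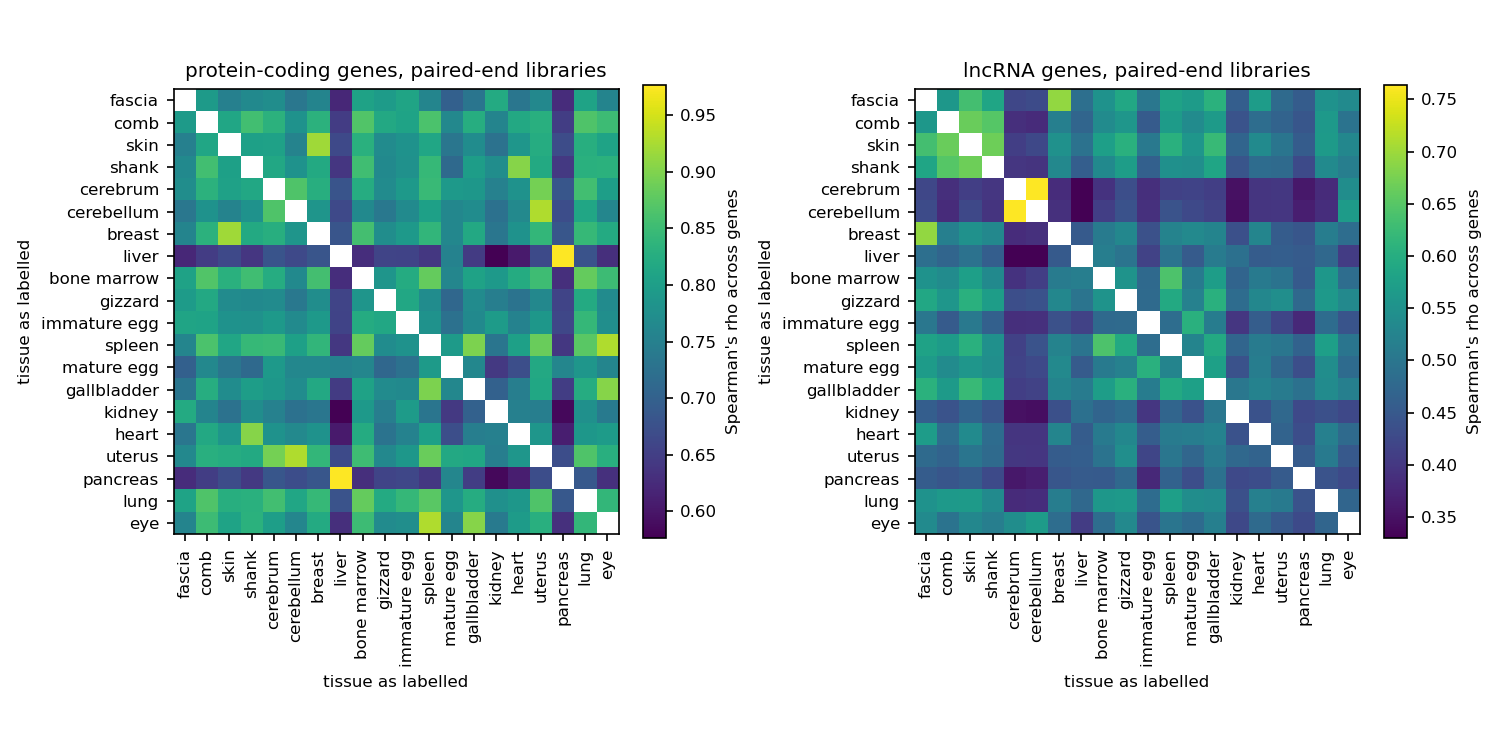
Spearman's rho across genes between the paired-end libraries of 20 tissues, for protein-coding genes (left) and lncRNA genes (right), with tissues in the same order on both axes of each panel and rho as colour on a separate scale for each panel. The brightest square is that of liver and pancreas (0.976) on the left and that of cerebrum and cerebellum (0.763) on the right.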

As expected, the first, second, and third PCs of lncRNAs enabled us to predict the majority of variances and to better discern distantly related tissues and functionally and histologically related tissues (i.e., black tissues and brain tissues) (Fig. 5E) than those of protein-coding genes (Fig. 5C).

## DNA Methylation Maps

After mapping RRBS reads to the Ogye_1.1 genome (Table 3), DNA methylation signals (C to T changes in CpGs) were calculated across chromosomes using Bismark [73]. Of all CpG sites in the genome, 31%–65% were methylated across tissues, whereas only 19%–43% were methylated in gene promoters (the region 2 Kbp upstream of the transcription start site [TSS]) (Table 5), indicating that the promoters of expressed genes tended to be hypomethylated. The DNA methylation landscapes in the regions 2 Kbp upstream of the protein-coding and lncRNA gene TSSs are shown in Supplementary Fig. S11. Based on the CpG methylation pattern, hierarchical clustering was performed using the rsgcc R package, and clusters including adjacent or functionally related tissues, such as cerebrum and cerebellum, immature and mature eggs, and comb and skin, were identified (Fig. 6A).

**Figure 6:**
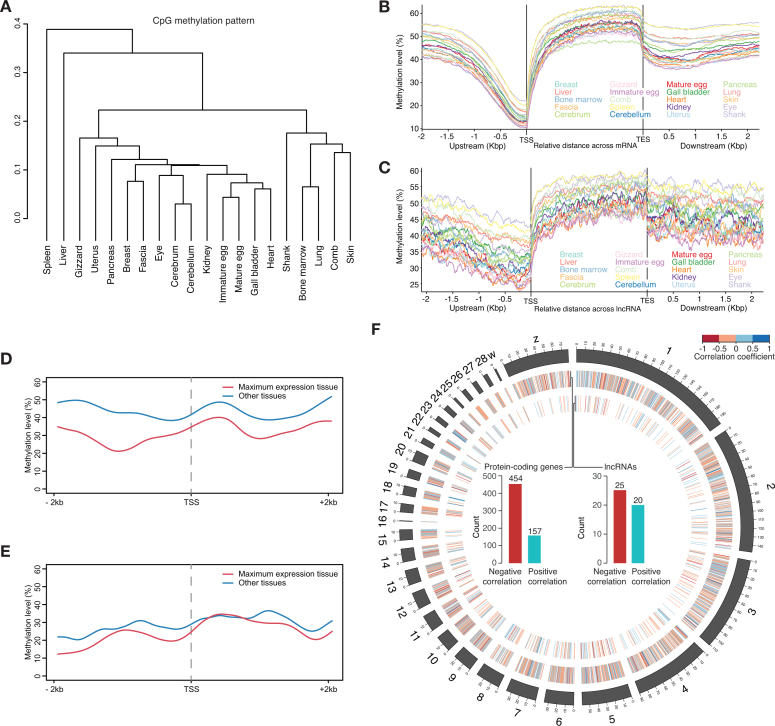
**(A)** Hierarchical clustering using Pearson correlation of DNA methylation patterns between tissues. **(B and C)** Average DNA methylation landscapes along protein-coding **(B)** and lncRNA **(C)** gene bodies and their flanking regions across 20 tissues. **(D and E)** Average DNA methylation levels of protein-coding **(D)** and lncRNA **(E)** genes in the tissue of maximum expression (red) and the other tissues (blue). **(F)** Spearman correlation coefficients between gene expression and promoter methylation levels are shown across chromosomes (heat maps) in a Circos plot. The bar charts indicate the number of genes (left for protein-coding genes and right for lncRNAs) with significant negative (red) and positive (cyan) correlations (*P* < 0.05) between their promoter methylation levels and their expression values.

**Table 5:** Summary of methylated CpG sites across 20 tissues

	All genomic region			Promoter region		
		Methylated CpG sites			Methylated CpG sites	
	Total no. of sites	No. of sites	Fraction, %	Total no. of sites	No. of sites	Fraction, %
Breast	994,326	621,751	62.53	228,673	91,704	40.10
Liver	1,641,060	505,775	30.82	522,590	97,597	18.68
Bone marrow	1,096,466	671,781	61.27	254,978	100,385	39.37
Fascia	1,146,350	670,181	58.46	278,618	99,802	35.82
Cerebrum	1,246,514	748,323	60.03	298,677	112,689	37.73
Gizzard	1,024,125	609,010	59.47	234,379	85,273	36.38
Immature egg	1,416,686	809,214	57.12	334,813	115,195	34.41
Comb	1,035,966	642,138	61.98	239,319	92,436	38.62
Spleen	995,639	401,080	40.28	298,833	74,473	24.92
Mature egg	1,144,589	695,258	60.74	269,124	102,282	38.01
Cerebellum	1,279,666	775,513	60.60	305,489	117,950	38.61
Gallbladder	953,630	595,681	62.46	225,122	89,174	39.61
Kidney	1,016,035	610,941	60.13	238,066	89,255	37.49
Heart	1,000,957	611,343	61.08	235,853	90,434	38.34
Uterus	893,101	543,931	60.90	203,102	77,365	38.09
Pancreas	1,119,795	647,577	57.83	267,036	94,371	35.34
Lung	985,824	594,046	60.26	229,316	87,140	38.00
Skin	868,368	565,815	65.16	198,275	85,094	42.92
Eye	1,051,332	663,413	63.10	252,991	105,539	41.72
Shank	862,931	512,853	59.43	210,905	76,512	36.28

We then examined the average methylation landscapes over protein-coding and lncRNA loci to check whether the CpG methylation profiles were properly processed. As previously shown [74–77], the average methylation levels in gene body regions were much higher than those in promoters across tissues (Fig. 6B and 6C). To investigate the association between CpG methylation in the promoter and target gene expression, the average methylation levels of tissue-specific genes (280 protein-coding and 392 lncRNA genes with expression ≥10 FPKM in at least one tissue and with a maximum expression value four-fold higher than the mean expression level in 20 tissues) were compared to those of others expressed in their specific tissues. The methylation levels of highly expressed genes appeared to be lower than those of others (Fig. 6D and 6E). We then searched for genes with tissue-specific expression that was significantly correlated to the promoter methylation level using the Spearman correlation method (Fig. 6F). To exclude stochastic noise, only tissues in which a certain position had a sufficient number of reads (at least five) were taken into account for measuring the correlation. We found that the expression levels of 454 protein-coding and 25 lncRNA genes displayed a negative correlation to promoter methylation levels, whereas 157 protein-coding and 20 lncRNA genes had a positive correlation (box plots in Fig. 6F).

## Discussion

In this work, the first draft genome of *YO*, Ogye_1.1, was constructed with genomic variation, repeat, and protein-coding and noncoding gene maps. Compared with the chicken reference genome maps, many more novel coding and noncoding elements were identified from large-scale RNA-seq datasets across 20 tissues. Although the Ogye_1.1 genome is comparable with galGal5 with respect to genome completeness evaluated using BUSCO, Ogye_1.1 seems to lack simple and long repeats compared with galGal5, which was assembled from high-depth PacBio long reads (50X) that can capture simple and long repeats. Although PacBio long reads were also produced in our study, they were only used for scaffolding and gap-filling because of their shallow depth (9.7X), probably resulting in some simple and satellite repeats being missed in Ogye_1.1. A similar tendency can be seen in the golden-collared manakin genome (ASM171598v1) [32] (Fig. 3) and the gray mouse lemur genome (Mmur3.0) [78], which were also assembled in a hybrid manner with high-depth Illumina short reads and low-depth PacBio long reads.

A total of 15,766 protein-coding and 6,900 lncRNA genes were annotated from 20 *YO* tissues. Also, 946 novel protein-coding genes were identified, while 164 *Galllus gallus red junglefowl* genes were missed in our annotations. In the case of lncRNAs, only about 13.6% of previously annotated chicken lncRNAs were redetected, and the remainder were mostly not expressed in *YO* or were false annotations, suggesting that the current chicken lncRNA annotations should be carefully examined. Our Ogye lncRNAs resembled previously annotated mammalian lncRNAs in their genomic characteristics, including transcript length, exon number, and tissue-specific expression patterns, providing evidence for the accuracy of the new annotations. Hence, our lncRNA catalogue may help us improve lncRNA annotations in the chicken reference genome.

## Availability of supporting data

All of our sequence data and the genome sequence have been deposited in National Center for Biotechnology Information's Gene Expression Omnibus superseries GSE 104 358 and BioProject PRJNA412408. All supporting data (genome and gene sequence files, the expression tables for protein-coding and lncRNA genes, and the RRBS, protein-coding, lncRNA, SNP, and INDEL annotation files) are available in the *GigaScience* repository *Giga*DB [79].

## Additional files

**Additional file 1:** Supplementary Figures and Tables.

**Additional file 2:** Description (README) of available data in *Giga*DB.

**Additional file 3:** Command lines of programs and pipelines with run-time options used in this study.

**Figure S1:** Ogye_1.1 genome assembly statistics at each step.

**Figure S2: A**. An example of mis-assemblies in a scaffold. The x-axis represents the positions on chr1 or chr2 in galGal4 and the y-axis represents the position in scaffold_22 of the scaffold at the second step of the second stage (i.e., Opera scaffolder's result); **B**. In this example, there are two translocations: at P1 between L1 and L_2 and at P2 between L2_and L3. Since L_1, L_2 and L_3 are all >1Mbp, we broke the scaffold at P1 and P2. In this manner, we found 30 break points over all scaffolds in the breaking step of the second stage in Fig. 1B and Fig. S1.

**Figure S3:** Pseudo-reference-assisted assembly pipeline utilizing a hierarchical bipartite graph of PacBio long reads, scaffolds, and galGal4 chromosomes. The tools, used in grouping PacBio reads and scaffolds, are available in https://github.com/sohnjangil/tsrator.git.

**Figure S4:** Alignment of the Ogye_1.1 genome to galGal4/5 drawn by MUMmer.

**Figure S5**: Structural variation (SV) map of the Ogye_1.1 genome compared with galGal4 and galGal5. Insertions (red), deletions (blue), duplications (yellow), inversions (green), inter-chromosomal translocations (gray; Inter-translocation), and intra-chromosomal translocations (orange; Intra-translocation) are shown. SVs between the Ogye_1.1 genome and galGal4 or 5 are shown with Venn diagrams.

**Figure S6:** Mapping positions of mate-pair reads in the *FM* locus. The x- and y-axes indicate the positions of the first- and second-fragments, respectively, of a mate-pair read (insert size 3–10Kbp). The distance between the positions is the insert size of a mate-pair read.

**Figure S7:** Gene (protein-coding and lncRNA) annotation maps of the Ogye_1.1 genome with TE, SNV/INDEL, and GC ratio landscapes shown in a Circos plot. Color codes indicate coverage (%) of TE in a Mbp window, the number of protein-coding genes in a Mbp window, the number of lncRNAs in a Mbp window, SNP and INDEL frequencies in a 100Kbp window, and the GC ratio in a 100Kbp window.

**Figure S8:** A schematic flow of our protein-coding gene annotation pipeline.

**Figure S9:** A computational pipeline for lncRNA annotations.

**Figure S10:** Circos plots illustrating the expression levels of protein-coding genes (bottom) and lncRNAs (top) across twenty tissues. The expression levels are indicated with a color-coded Z-score, described in the key.

**Figure S11:** Circos plots illustrating the CpG methylation levels in the promoters of protein-coding genes (bottom) and lncRNAs (top) across twenty tissues. The methylation levels are indicated with a color-coded Z-score, described in the key.

**Table S1:** Statistics of whole genome sequencing data (Illumina) after quality control.

**Table S2:** Structural variations in the Ogye_1.1 genome.

**Table S3:** Repeats in the Ogye_1.1 genome.

**Table S4:** Repeat composition in different assemblies.

**Table S5:** 164 galGal4 protein-coding genes missed in the Ogye_1.1 protein-coding gene annotations.

## Abbreviations

BUSCO: Benchmarking Universal Single-Copy Orthologs; FM: fibromelanosis; CDS: coding DNA sequence; INDEL: insertions and deletions; PacBio: Pacific Biosciences; PC: principle component; PCA: principle component analyses; PCR: polymerase chain reaction; RNA-seq: RNA sequencing; RRBS: reduced representation bisulfite sequencing; SNP: single nucleotide polymorphism; SV: structural variation; TSS: transcription start site.

## Competing interests

The authors declare that they have no competing interests.

## Funding

This work was supported by the Cooperative Research Program for Agriculture Science and Technology Development (project title: National Agricultural Genome Program, Project No. PJ01045301 and PJ01045303).

## Author contributions

K.T.L., N.S.K., H.H.C., and J.W.N. designed the study. K.T.L., Y.J.D., and C.Y.C. collected samples. D.J.L., H.H.C., and K.T.L. collected sequencing data. J.I.S., K.W.N., N.S.K., J.M.K., H.H.C., and J.M.N. performed the analysis and developed the methodology. J.I.S., K.W.N., J.M.K., H.S.H., and J.W.N. wrote the manuscript.

## Supplementary Material

GIGA-D-17-00321_Original_Submission.pdf Click here for additional data file.

GIGA-D-17-00321_Revision_1.pdf Click here for additional data file.

Response_to_Reviewer_Comments_Original_Submission.pdf Click here for additional data file.

Reviewer_1_Report_(Original_Submission) -- Robert Kraus 02-14-2018 Reviewed Click here for additional data file.

Reviewer_2_Report_(Original_Submission) -- William Chow 2/20/2018 Reviewed Click here for additional data file.

Supplemental Files Click here for additional data file.

# Supplementary material for: Whole genome and transcriptome maps of the entirely black native Korean chicken breed Yeonsan Ogye
**Source:** Gigascience. 2018 Jul 11;7(7):giy086. doi: 10.1093/gigascience/giy086
**Supplement:** GIGA-D-17-00321_Original_Submission.pdf

## Whole genome and transcriptome maps of the entirely black native Korean chicken breed Yeonsan Ogye --Manuscript Draft--

Have you have met the above  
requirement as detailed in our [Minimum  
Standards Reporting Checklist?](#)

## DATA NOTE

**Whole genome and transcriptome maps of the entirely black native Korean chicken breed *Yeonsan Ogye***

Jang-il Sohn<sup>1,2\*</sup>, Kyoungwoo Nam<sup>1,\*</sup>, Hyosun Hong<sup>1,\*</sup>, Jun-Mo Kim<sup>3,\*</sup>, Dajeong Lim<sup>3</sup>, Kyung-Tai Lee<sup>3</sup>, Yoon Jung Do<sup>3</sup>, Chang Yeon Cho<sup>4</sup>, Namshin Kim<sup>5</sup>, Han-Ha Chai<sup>3,§</sup> and Jin-Wu Nam<sup>1,2,‡</sup>

\* These authors contributed equally to this paper

§ 

‡ 

**Abstract**

*Yeonsan Ogye* (YO), an indigenous Korean chicken breed (*gallus gallus domesticus*), has entirely black external features and internal organs. In this study, the draft genome of YO was assembled using a hybrid *de novo* assembly method that takes advantage of high-depth Illumina short reads (232.2X) and low-depth PacBio long reads (11.5X). The contig and scaffold N50s (defined as the shortest contig or scaffold length at 50% of the entire assembly) of the hybrid *de novo* assembly were 504.8Kbp and 21.2Mbp, respectively. The completeness (97.6%) of the draft genome (Ogye\_1.1) was evaluated with single copy orthologous genes using BUSCO, and found to be comparable to the current chicken reference genome (galGal5; 97.4%; assembled with a long read-only method), and superior to other avian genomes (92~93%; assembled with short read-only or hybrid methods). Compared to galGal4 and 5, the draft genome included 551 structural variations including the Fibromelanosis (*FM*) locus duplication, related to hyperpigmentation. To comprehensively reconstruct transcriptome maps, RNA sequencing (RNA-seq) and reduced representation bisulfite sequencing (RRBS) data were analyzed from twenty different tissues, including four black tissues (skin, shank, comb, and fascia). The maps included 15,766 protein-coding and 6,900 long non-coding RNA genes, many of which were tissue-specifically expressed and displayed tissue-specific DNA methylation pattern in the promoter regions. We expect that the resulting genome sequence and transcriptome maps will be valuable resources for studying domestic breeds of chickens, including black-

1  
2  
3  
4 skinned chickens, as well as for understanding genomic differences and evolution of hyperpigmented  
5 chickens and functional elements related to hyperpigmentation.  
6  
7  
8  
9

10  
11  
12 **Keywords:** *Gallus gallus domesticus*; *Yeonsan Ogye*; whole genome *de novo* assembly; Transcriptome  
13 maps; Hyperpigmentation  
14  
15  
16  
17  
18  
19  
20  
21  
22  
23  
24  
25  
26  
27  
28  
29  
30  
31  
32  
33  
34  
35  
36  
37  
38  
39  
40  
41  
42  
43  
44  
45  
46  
47  
48  
49  
50  
51  
52  
53  
54  
55  
56  
57  
58  
59  
60  
61  
62  
63  
64  
65

## Background

The *Yeonsan Ogye* (*YO*), a designated natural monument of Korea (No. 265), is an indigenous Korean chicken breed that is notable for its entirely black plumage, skin, beak, comb, eyes, shank, claws, and internal organs [1]. In terms of its plumage and body color, as well as its number of toes, this unique chicken breed resembles the indigenous Indonesian chicken breed *Ayam cemani* [2-4]. *YO* also has some morphological features that are similar to those of the *Silkie* fowl, except for a veiled black walnut comb and hair-like, fluffy plumage that is white or variably colored [5, 6]. Although the exact origin of the *YO* breed has not yet been clearly defined, its features and medicinal usages were recorded in *Dongui Bogam* [7], a traditional Korean medical encyclopedia compiled and edited by Heo Jun in 1613.

To date, a number of avian genomes from both domestic and wild species have been constructed and compared, revealing genomic signatures associated with the domestication process and genomic differences that provide an evolutionary perspective [8]. The chicken reference genome was first assembled using the *Red junglefowl* [9], first domesticated at least five thousand years ago in Asia; the latest version of the reference genome was released in 2015 (galGal5, GenBank Assembly ID GCA\_000002315.3) [10]. However, because domesticated chickens exhibit diverse morphological features, including skin and plumage colors, the genome sequences of unique breeds are necessary for understanding their characteristic phenotypes through analyses of single nucleotide polymorphisms (SNPs), insertions and deletions (INDELs), structural variations (SVs), and coding and non-coding transcriptomes. Here, we provide the first version of *YO* genome (*Ogye\_1.1*), which include annotations of large SVs, SNPs, INDELs, and repeats, as well as coding and non-coding transcriptome maps along with DNA methylation landscapes across twenty different tissues of *YO*.

# Results

## Sample collection and data description

8-month-old *YO* chickens (object number: 02127), obtained from the Animal Genetic Resource Research Center of the National Institute of Animal Science (Namwon, Korea), were used in the study (**Figure 1A**). The protocols for the care and experimental use of *YO* were reviewed and approved by the Institutional Animal Care and Use Committee of the National Institute of Animal Science (IACUC No.: 2014-080). *YO* management, treatment, and sample collection took place at the National Institute of Animal Science.

### *Whole genome sequencing*

Genomic DNA was extracted from blood using Wizard DNA extraction kit [11] and prepared for DNA sequencing library construction. According to the DNA fragment (insert) size, three different library types were constructed: paired-end library for small inserts (280 and 500 bp) and mate-pair library for large inserts (3, 5, 8, and 10 Kbp), and fosmid libraries (40 Kbp) using Illumina's protocols (Illumina, San Diego, CA, USA) (**Table 1**). The constructed libraries were sequenced using Illumina's HiSeq2000 platform. In total, 232.2 X Illumina short reads were obtained (59.6 X from the small insert libraries and 172.6 X from the large insert libraries) and, after filtering raw data with low quality (> 30% of the base-pairs in a read have a Phred score <20), 163.5X were used for genome assembly. To fill gaps and improve the scaffold quality, 11.5X PacBio long reads were additionally sequenced; the average length of the long reads was 6Kbp (**Table 1**).

### *Whole transcriptome sequencing*

Total RNAs were extracted from twenty different tissues using 80% EtOH and TRIzol. The RNA concentration was checked by Quant-IT RiboGreen (Invitrogen, Carlsbad, USA). To assess the integrity of the total RNA, samples were run on a TapeStation RNA screentape (Agilent, Waldbronn, Germany). Only high quality RNA samples (RIN c7.0) were used for RNA-seq library construction. Each library was independently prepared with 300ng of total RNA using an Illumina TruSeq Stranded Total RNA Sample

1  
2  
3  
4 Prep Kit (Illumina, San Diego, CA, USA). The rRNA in the total RNA was depleted using a Ribo-Zero kit.  
5  
6 After rRNA depletion, the remaining RNA was purified, fragmented and primed for cDNA synthesis. The  
7  
8 cleaved RNA fragments were copied into the first cDNA strand using reverse transcriptase and random  
9  
10 hexamers. This step was followed by second strand cDNA synthesis using DNA Polymerase I, RNase H  
11  
12 and dUTP. The resulting cDNA fragments then underwent an end repair process, the addition of a single  
13  
14 'A' base, after which adapters were ligated. The products were purified and enriched with PCR to create  
15  
16 the final cDNA library. The libraries were quantified using qPCR according to the qPCR Quantification  
17  
18 Protocol Guide (KAPA Library Quantification kits for Illumina Sequencing platforms) and qualified using  
19  
20 the TapeStation D1000 ScreenTape assay (Agilent Technologies, Waldbronn, Germany). As a result, about  
21  
22 1.5 billion RNA-seq reads were sequenced from twenty different tissues, which are breast, liver, bone  
23  
24 marrow, fascia, cerebrum, gizzard, mature and immature eggs, comb, spleen, cerebellum, gall bladder,  
25  
26 kidney, heart, uterus, pancreas, lung, skin, eye, and shank (**Table 2**).

### 31 32 *Reduced representation bisulfite sequencing*

33  
34 Preparation of reduced representation bisulfite sequencing (RRBS) libraries was done following  
35  
36 Illumina's RRBS protocol. 5µg of genomic DNA that had been digested with the restriction enzyme MspI  
37  
38 and purified with a QIAquick PCR purification kit (QIAGEN, Hilden, Germany) was used for library  
39  
40 preparation, which was done using a TruSeq Nano DNA Library Prep Kit (Illumina, San Diego, USA).  
41  
42 Eluted DNA fragments were end-repaired, extended on the 3' end with an 'A', and ligated with Truseq  
43  
44 adapters. After ligation had been assessed, the products, which ranged from 175 to 225bp in length (insert  
45  
46 DNA of 55–105 bp plus adaptors of 120 bp), were excised from a 2%(w/v) Low Range Ultra Agarose gel  
47  
48 (Biorad, Hercules, USA) and purified using the QIAquick gel extraction protocol. The purified DNA  
49  
50 underwent bisulfite conversion using an EpiTect Bisulfite Kit (Qiagen, 59104). The bisulfite-converted  
51  
52 DNA libraries were amplified by PCR (four cycles) using PfuTurbo Cx DNA polymerase (Agilent, 600410).  
53  
54 The final product was then quantified using qPCR and qualified using the Agilent Technologies 2200  
55  
56 TapeStation assay (Agilent, Waldbronn, Germany). The final product was sequenced using the HiSeq™  
57  
58  
59  
60  
61  
62  
63  
64  
65

2500 platform (Illumina, San Diego, USA). As a result, 123 million RRBS reads were produced from twenty different tissues (see **Table 3**).

## Hybrid whole genome assembly

The Ogye\_1.1 genome was assembled using our hybrid genome assembly pipeline, employing the following four steps: preprocessing, hybrid *de novo* assembly, super-scaffolding, and polishing (**Figure 1B** and **Figure S1A**). During the preprocessing step, the errors in the Illumina short reads were corrected by KmerFreq and Corrector [12]. In turn, using the corrected short reads, the sequencing errors in the PacBio long reads were corrected by LoRDEC [13].

In hybrid *de novo* genome assembly, the initial assembly was done with the error-corrected short reads from the paired-end and mate-pair libraries using ALLPATHS-LG [14] with the default option, producing contigs and scaffolds of 53.6 Kbp and 10.7 Mbp N50 lengths, respectively (**Figure 1B; S1B**). Next, the scaffolds were additionally connected with corrected PacBio long reads and FOSMID reads using SSPACE-LongRead [15] and OPERA [16]. The gaps within and between scaffolds were re-examined with GapCloser [12] with error-corrected short reads. All resulting scaffolds were aligned to the galGal4 genome (GenBank assembly accession: GCA\_000002315.2) by LASTZ [17]. Analyzing the resulting alignments, 30 mis-assemblies with large translocations or inversions of >1Mbp were detected and were broken at each break point, as described in **Figure S2**. Breaking scaffolds at the break points resulted in pseudo-contig N50 of 108.6 Kbp and scaffold N50 of 18.7 Mb (**Figure S1B**). A pseudo-contig is defined by a sequence broken by gaps of >1bp, which are assumed to be gaps or errors.

In the super-scaffolding stage, pseudo-reference-assisted assembly was done with error-corrected PacBio long reads using LASTZ, BWA-MEM, PBJelly [18], and SSPACE-LongRead, which could lead to reducing the topological complexity of the assembly graphs [19] (**Figure 1B**). Because even scaffolding with long reads can be affected by repetitive sequences, the scaffolds mapped to each chromosome were transformed into a hierarchical bipartite graph to minimize the influence of repetitive sequences (**Figure**

**S3).** To build the hierarchical bipartite graph, PacBio (error-corrected) reads were mapped to the scaffolds using BWA-MEM again and, in turn, the scaffolds were mapped to the galGal4 genome using LASTZ. Using the hierarchical bipartite graphs, all scaffolds and PacBio reads were finally assigned to each chromosome. Based on the results, super-scaffolding and additional gap-filling was performed by SSPACE-LongRead and PBJelly, respectively, resulting in scaffold N50 of 21.2Mbp (**Figure 1C**).

In the last polishing stage, nucleotide errors or ambiguities were corrected by the GATK pipeline [20] with paired-end reads, and in turn, any vector contamination was removed using VecScreen with UniVec database [21] (**Figure 1B**). The final assembly results showed that the gap percentage and (pseudo-)contig N50 were significantly improved, from 1.87% and 53.6 Kbp in the initial assembly to 0.85% and 504.8 Kbp in the final assembly, respectively (**Figure S1B**). Among avian genome assemblies, these results are second best and the scaffold N50 is the best (**Figure 1C**). The complete genome sequence at the chromosome level was built by connecting final scaffolds in the order of appearance in each chromosome with the introduction of 100 Kbp ‘N’ gaps between them (**Figure S4**) (see *GigaDB*). To evaluate the completeness of the genome, the Ogye\_1.1 genome was compared to the galGal4 (short read-based assembly) and galGal5 (long read-based assembly) genomes, with respect to 2,586 conserved vertebrate genes, using BUSCO [22]. The Ogye\_1.1 genome contained more complete single-copy BUSCO genes (**Table 4**).

## Large structural variations

When the Ogye\_1.1 genome was compared to galGal4 and 5 using LASTZ [17], putative large structural variations (>1 Kbp) were detected for each reference genome, and they were validated by at least a different SV prediction programs (Delly, Lumpy, FermiKit, and novoBreak) [23-26] (**Figure 2A; Table S1**). SVs included 185 deletions (DELs), 180 insertions (INSs), 158 duplications (DUPs), 23 inversions (INVs), and 5 intra or inter-chromosomal translocations (TRAs). 290 and 447 distinct SVs were detected relative to galGal 4 and galGal5, respectively (**Figure 2A**), suggesting that two reference assemblies could include mis-assemblies.

Although the Fibromelanosis (*FM*) locus, which contains the hyperpigmentation-related *edn3* gene, is known to be duplicated in the genomes of certain hyperpigmented chicken breeds, such as *Silkie* and *Ayam cemani* [3, 6], the exact structure of the duplicated *FM* locus in such breeds has not been completely resolved due to its large size (~1Mbp). A previous study suggested that the inverted duplication of the *FM* locus could be explained by three possible mechanistic scenarios (**Figure 2B**) [3]. To understand more about the mechanism of *FM* locus SV in the Ogye\_1.1 genome, the *YO*'s *FM* locus was compared to that of galGal4 with paired-end reads aligned to the galGal4 genome. Higher read depth at the *FM* locus in *YO* was detected, indicating a copy gain of the locus (**Figure 2C** top). As previously reported [3, 6], our paired-end and mate-pair reads of *YO*'s *FM* locus were discordantly mapped to the galGal4 *FM* locus (**Figure S5**). The intervening region between the two duplicated regions was estimated at 412.6 Kbp in length in Ogye\_1.1. Regarding possible mechanistic scenarios, mate-pair reads (3-10 Kbp and FOSMID) mapped to the locus supported all three mechanistic scenarios, but an alignment between Ogye\_1.1 and galGal4 chromosome 20 showed that the intervening regions, including inner-partial regions in both duplicated regions, were inverted at the same time (**Figure 2C**), which could support the first mechanistic scenario in **Figure 2B**. Given the resulting alignments, the *FM* locus of the Ogye\_1.1 genome was updated according to the first scenario. The size of Gap\_1 and Gap\_2 were estimated at 164.5 Kbp and 63.3 Kbp, respectively.

## Annotations

### *Repeats*

Repeat elements in the Ogye\_1.1 and other genomes were predicted by a reference-guided approach using RepeatMasker [27] with Repbase libraries [28]. In the Ogye\_1.1 genome, 205,684 retro-transposable elements (7.65%), including long interspersed nuclear elements (LINEs; 6.41%), short interspersed nuclear elements (SINEs; 0.04%) and long terminal repeat (LTR) elements (1.20%), 27,348 DNA transposons (0.94%), 7,721 simple repeats (0.12%), and 298 low-complexity repeats (0.01%) were annotated (**Figure 3** and **Table S2**). Repeats in the Ogye\_1.1 genome are similarly distributed with those of other avian genomes (**Figure 3** and **Table S3**). Compared with other avian genomes, the Ogye\_1.1 genome resembles

to galGal4 and 5 in terms of repeat composition except for simple repeats (0.12% for Ogye\_1.1, 1.12% for galGal4 and 1.24% for galGal5), low-complexity (0.01% for Ogye\_1.1, 0.24% for galGal4 and 0.25% for galGal5) and satellite DNA repeats (0.01% for Ogye\_1.1, 0.20% for galGal4 and 0.22% for galGal5). The coverage of transposable elements (TEs) across all chromosomes was depicted in **Figure 4A**.

### ***SNPs/INDELs***

To annotate SNPs and INDELs in the Ogye\_1.1 genome, all paired-end libraries were mapped to the Ogye\_1.1 genome using BWA-MEM and deduplicated by Picard modules [29]. As a result, 599,326 SNPs and 23,274 insertions/deletions (INDELs) were identified across the genome using Genome Analysis Toolkit (GATK) modules: HaplotypeCaller, combineGVCF, GenotypeGVCFs and VariantFiltration (with options “QD < 2.0 || FS > 200.0 || ReadPosRankSum < -20.0”) [20]. The densities of SNPs and INDELs across all chromosomes are depicted in **Figure 4A**.

### ***Protein-coding genes***

To sensitively annotate protein-coding genes, all paired-end RNA-seq data were mapped on the Ogye\_1.1 genome by STAR [30] for each tissue and the mapping results were then assembled into potential transcripts using StringTie [31]. Assembled transcripts from each sample were merged using StringTie and the resulting transcriptome was subjected to the prediction of coding DNA sequences (CDSs) using TransDecoder [32]. For high-confidence prediction, transcripts with intact gene structures (5'UTR, CDS, and 3'UTR) were selected. To verify the coding potential, the candidate sequences were examined using CPAT [33] and CPC [34]. Candidates with a high CPAT score (>0.99) were directly assigned to be protein-coding genes, and those with an intermediate score (0.8-0.99) were re-examined to determine whether the CPC score is >0. Candidates with low coding potential or that were partially annotated were examined to determine if their loci overlapped with annotated protein-coding genes from galGal4 (ENSEMBL cDNA release 85). Overlapping genes were added to the set of Ogye\_1.1 protein-coding genes. Using this protein-coding gene annotation pipeline (**Figure 4B**), 15,766 protein-coding genes were finally annotated in the Ogye\_1.1 genome, including 946 novel genes and 14,819 known genes (**Figure 4C**). In addition, 164

galGal4 protein-coding genes were not mapped to the Ogye\_1.1 genome by GMAP (**Table S4**), 131 of which were confirmed to be expressed in *YO* ( $\geq 0.1$  FPKM) using all paired-end *YO* RNA-seq data. However, expression of the remaining 33 genes was not confirmed, suggesting that they are not expressed in *YO* ( $< 0.1$  FPKM) or have been lost from the Ogye\_1.1 genome. The density of protein-coding genes across all chromosomes was depicted in **Figure 4A**.

### ***lncRNAs***

To annotated and profile lncRNA genes, we performed our lncRNA annotation pipeline (**Figure 5A**), adopted from our previous study [35]. Pooled single- and paired-end RNA-seq reads of each tissue were mapped to the Ogye\_1.1 genome (PRJNA412424) using STAR [30], and subjected to transcriptome assembly using Cufflinks [36], leading to the construction of transcriptome maps for twenty tissues. The resulting maps were combined by Cuffmerge and, in total, 206,084 transcripts from 103,405 loci were reconstructed in the Ogye genome. We removed other biotypes of RNAs (the sequences of mRNAs, tRNAs, rRNAs, snoRNAs, miRNAs, and other small non-coding RNAs downloaded from ENSEMBL biomart) and short transcripts (less than 200nt in length). 54,760 lncRNA candidate loci (60,257 transcripts) were retained, and which were compared with a chicken lncRNA annotation of NONCODE (v2016) [37]. Of the candidates, 2,094 loci (5,215 transcripts) overlapped with previously annotated chicken lncRNAs. 52,666 non-overlapping loci (55,042 transcripts) were further examined to determine whether they had coding potential using CPC score [34]. Those with a score greater than -1 were filtered out, and the remainder (14,108 novel lncRNA candidate loci without coding potential) were subjected to the next step. Because many candidates still appeared to be fragmented, those with a single exon but with neighboring candidates within 36,873bp, which is the intron length of the 99th percentile, were re-examined using both exon- junction reads consistently presented over twenty tissues and the maximum entropy score [38], as done in our previous study [35]. If there were at least two junction reads spanning two neighboring transcripts or if the entropy score was greater than 4.66 in the interspace, two candidates were reconnected, and those with a single exon were discarded. In the final version, 6,900 lncRNA loci (5,610 novel and 1,290 known) were

1  
2  
3  
4 annotated as lncRNAs (see **Figure 5B**), which included 6,170 (89.40 %) intergenic lncRNAs and 730  
5  
6 (10.57 %) anti-sense ncRNAs. Consistently with other species [39-42], the median transcript length and the  
7  
8 median exon number of Ogye lncRNAs were less than those of protein-coding genes (**Figure 5C and D**).  
9

10  
11  
12 Whereas 13,540 of 14,983 protein-coding genes (90.4%) were redetected in our protein-coding  
13  
14 gene annotations (see **Figure 4C**), only 1,290 (13.6%) of NONCODE lncRNAs were redetected in our  
15  
16 lncRNA annotations of Ogye\_1.1 (**Figure 5B**). The majority of the missed NONCODE lncRNAs were  
17  
18 either fragments of protein-coding genes or not expressed in all twenty Ogye tissues (**Figure 5B**). Only 276  
19  
20 were actually missed in the transcriptome assembly and 648 were not mapped to Ogye\_1.1 genome.  
21  
22

## 23 24 25 **Coding and non-coding transcriptome maps**

26  
27 Using paired-end *YO* RNA-seq data, the expression levels of protein-coding and lncRNA genes were  
28  
29 calculated across twenty tissues (**Figure 6A**), which were dynamically changed. In the profiled  
30  
31 transcriptomes, 1,814 protein-coding genes and 1,226 lncRNA genes were expressed with  $\geq 10$  FPKM in  
32  
33 only one tissue, while 1,559 and 351 genes were expressed with  $\geq 10$  FPKM in all tissues, respectively. In  
34  
35 black tissues (fascia, comb, skin, and shank), we have found that 6,702 protein-coding and 3,291 lncRNA  
36  
37 genes were expressed with  $\geq 10$  FPKM, and the majority of which appeared to be expressed in tissue-  
38  
39 specific manner (**Figure 6B**). For instance, a protein-coding gene, *krt9*, and, an lncRNA, *lnc-lama2-1* are  
40  
41 highly expressed in black tissues including comb and shank, respectively (**Figure 6C and D**).  
42  
43  
44

45  
46 As lncRNAs tend to be specifically expressed in a tissue or in related tissues, they could be better  
47  
48 factors for defining genomic characteristics of tissues than protein-coding genes. To prove this idea,  
49  
50 principle component analyses (PCA) were performed with tissue-specific 9,153 protein-coding and 5,191  
51  
52 lncRNA genes using reshape2 R package (**Figure 7**) [43]. Here, we called a gene tissue-specific, if the  
53  
54 maximum expression value is four-fold higher than mean value over twenty tissues. As expected, the 1st,  
55  
56 2nd, and 3rd PCs of lncRNAs enabled us to predict the majority of variances, and better discerned distantly-  
57  
58 related tissues and functionally and histologically-related tissues (*i.e.*, black tissues and brain tissues)  
59  
60  
61  
62  
63  
64  
65

(**Figure 7B**) than those of protein-coding genes (**Figure 7A**).

## DNA methylation maps

After mapping RRBS reads to Ogye\_1.1 genome (**Table 3**), DNA methylation signals (C to T changes in CpGs) were calculated across chromosomes using Bismark [44]. Of all CpG sites in genomes, 31~65% were methylated across tissues while only 19~43% were methylated in the promoter (2 Kbp upstream region from transcription start site (TSS)) of genes (**Table 5**), indicating hypomethylation status in the promoter of expressed genes. The DNA methylation landscape in the 2 Kbp upstream region from transcription start site (TSS) of protein-coding and lncRNA genes were shown in **Figure 8A**. Based on the CpG methylation pattern, hierarchical clustering was performed using rsgcc R package, and clusters including adjacent or functionally related tissues, such as cerebrum and cerebellum, immature and mature eggs, or comb and skin were identified (**Figure 8B**).

We, then, examined the average methylation landscapes over protein-coding and lncRNA loci to check whether the CpG methylation profiles were properly processed. As previously shown [45-48]; the average methylation levels in gene body regions were much higher than those in the promoters across tissues (**Figure 8C and D**). To investigate the association of the CpG methylation in the promoter and the target gene expression, the average methylation levels of tissue specifically expressed genes (280 for protein-coding and 392 for lncRNA genes with 10 FPKM in at least only tissue and with the four-fold higher maximum expression value than the mean value across 20 tissues) were compared to those of others in their specific tissues. The methylation levels of highly expressed genes appeared to be lower than those of others (**Figure 8E and F**). The tissue-specific genes with a significant correlation to the methylation levels in the promoters were, then, searched using the Spearman's correlation method (**Figure 9**). To exclude stochastic noises, only tissues in which a certain position had sufficient read coverage (at least five) were taken account for measuring the correlation. As a result, 454 protein-coding and 25 lncRNA genes displayed a negative correlation to methylation levels in promoter regions, while 157 protein-coding and 20 lncRNA genes have a positive correlation (box plots in **Figure 9**).

## Discussions

In this work, the first draft genome of *YO*, Ogye\_1.1, was constructed with genomic variation, repeat, and protein-coding and non-coding gene maps. Compared with the chicken reference genome maps, many more novel coding and non-coding elements were identified from large-scale RNA-seq datasets across twenty different tissues. Although the Ogye\_1.1 genome is comparable with galGal5 with respect to genome completeness evaluated by BUSCO, the Ogye\_1.1 seems to lack simple and long repeats compared with galGal5, assembled from high-depth PacBio long reads (50X) that can capture simple and long repeats. Although PacBio long reads were also produced in our study, they were only used for scaffolding and gap-filling because of its shallow depth (11.5X), probably resulting in missing some simple and satellite repeats in Ogye\_1.1. A similar tendency can be seen in the Golden-collared manakin genome (ASM171598v1) (Figure 3), which was also assembled in a hybrid manner using MaSuRCA assembler with high-depth Illumina short reads and low-depth PacBio long reads.

15,766 protein-coding and 6,900 lncRNA genes were annotated from twenty tissues of *YO*. 946 novel protein-coding genes were identified while 164 genes of *Gallus gallus red junglefowl* were missed in our annotations. In the case of lncRNAs, only about 13.6% of previously annotated chicken lncRNAs were redetected, and the remainders were mostly not expressed in *YO* or were false annotations, suggesting that the current chicken lncRNA annotations should be carefully examined. Our Ogye lncRNAs resembled previously annotated lncRNAs in mammals in their genomic characteristics, including transcript length, exon number, and tissue-specific expression pattern, providing evidence for the accuracy of the new annotations. Hence, our lncRNA catalogue may help us to improve lncRNA annotations in the chicken reference genome.

## Availability of data

All of our sequence data and the genome sequence have been deposited in NCBI's Gene Expression Omnibus (GEO) superseries GSE 104358 and BioProject PRJNA412408. The all supporting data (genome

and gene sequence files, the expression tables of protein-coding and lncRNA genes, and the annotation files of RRBS, protein-coding, lncRNAs, SNPs, and INDELs) are available in the GigaScience repository (GigaDB).

## Additional files

The supplementary figures and tables have been included in a supplementary file:

**Figure S1.** Assembly statistics of Ogye\_1.1 genome assembly at each step.

**Figure S2.** An example of mis-assembly.

**Figure S3.** Hierarchical mapping information in the reference-assisted additional assembly pipeline.

**Figure S4.** Alignment of the Ogye\_1.1 genome to galGal4/5 drawn by MUMmer.

**Figure S5.** Mate-pair information in *FM* locus.

**Table S1.** Structural variations in the Ogye\_1.1 genome

**Table S2.** Repeats in the Ogye\_1.1 genome

**Table S3.** Repeat composition in different assemblies.

**Table S4.** 164 missed galGal4 protein-coding genes.

## Acknowledgements

We thank all members of the BIG lab for helpful comments and discussions. This work was supported by the Cooperative Research Program for Agriculture Science and Technology Development (Project title: National Agricultural Genome Program, Project No. PJ01045301 and PJ01045303).

## Author's Contributions

KTL, NSK, HHC, and JWN designed the study, KTL, YJD and CYC collected samples, DJL, HHC and KTL collected sequencing data, and JIS, KWN, NSK, JMK, HHC and JMN performed the analysis and developed the methodology. JIS, KWN, JMK, and JWN wrote the manuscript.

## Competing interests

The authors declare that they have no competing interests.

## Tables

**Table 1.** Summary of whole genome sequencing data

**Table 2.** Sequencing and mapping summary of RNA-seq data

**Table 3.** Sequencing and mapping summary of RRBS data

**Table 4.** Comparison of genome completeness using BUSCO

**Table 5.** Summary of methylated CpG sites across twenty tissues

## Figure legends

**Figure 1. A.** A photograph of *Yeonsan Ogye* (YO), taken before sampling; **B.** Hybrid genome assembly pipeline comprising four steps, each utilizes a different set of sequencing reads; **C.** The N50 and average length of pseudo-contigs and scaffolds of the Ogye\_1.1 and other avian genomes created using the indicated assembly methods (in the last column, sequencing platforms are designated as follows: “I” indicates Illumina, “P” is PacBio, “S” is Sanger, and “4” is Roche454).

**Figure 2. A.** Structural variation (SV) map of the Ogye\_1.1 genome compared with galGal4 and galGal5. Insertions (red), deletions (blue), duplications (yellow), inversions (green), inter-chromosomal translocations (gray; Inter-translocation), and intra-chromosomal translocations (orange; Intra-translocation) are shown. SVs between the Ogye\_1.1 genome and the galGal4 or 5 are shown with Venn diagrams; **B.** Three possible scenarios that could lead to the inverted duplication of the Fibromelanosis (*FM*) locus in the genomes of hyperpigmented chicken breeds; **C.** Copy gain of the *FM* locus, which includes the *end3* gene (indicated by the thin purple-shaded boxes), was identified on chromosome 20. The green- and yellow-shaded boxes indicate duplicated regions (Dupl\_1 and Dupl\_2, respectively) and the gray-shaded boxes indicate gaps (Gap\_1 and Gap\_2). The sizes of Gap\_1 and Gap\_2 were estimated to be 164.5 Kbp and 63.3 Kbp, respectively.

**Figure 3.** Composition of repeat elements in different assemblies of avian, reptile, and mammalian genomes. The repeats in unplaced scaffolds were not considered.

**Figure 4. A.** Gene (protein-coding and lncRNA) annotation maps of the Ogye\_1.1 genome with TE, SNV/INDEL, and GC ratio landscapes are shown in a Circos plot. Color-codes indicate coverage (%) of TE in Mbp window, the number of protein-coding genes in Mbp window, the number of lncRNAs in Mbp window, SNP and INDEL frequency in 100Kbp window, and GC ratio in 100Kbp; **B.** A schematic flow of our protein-coding gene annotation pipeline; **C.** A Venn diagram showing the number of protein-coding genes in the Ogye\_1.1 genome.

**Figure 5. A.** A computational pipeline for lncRNA annotations; **B.** The number of Ogye\_1.1 and galGal4 lncRNAs are shown in the Venn diagram; **C.** Distribution of transcript length (red for lncRNAs and cyan for protein-coding genes). The vertical dotted lines indicate the median length; **D.** Distribution of exon number per transcript. Otherwise, as in **C**.

**Figure 6. A.** The circus plots illustrate the expression levels of protein-coding genes (left) and lncRNAs (right) across twenty tissues. The expression levels are indicated with Z-score, color-coded in the key; **B.** The expression patterns of the genes expressed with  $\geq 10$  FPKM in black tissues. Expression levels are indicated with a color-coded Z-score (red for low and blue for high expression) as shown in the key; **C.** Expression levels of *krt9* across twenty tissues; **D.** Expression levels of *lnc-lama2-1* across twenty tissues.

**Figure 7. A.** Principal component analysis (PCA) using tissue-specific protein-coding genes. PCs explaining the variances are indicated with the amount of the contribution in the left-top plot. PCA plots with PC1, PC2, and PC3 were demonstrated in a pairwise manner. Each tissue is indicated on the PCA plot with a specific color; **B.** PCA using tissue-specific lncRNAs. Otherwise, as in **A**.

**Figure 8. A.** The circus plot illustrates the CpG methylation levels in the promoters of protein-coding genes (left) and lncRNA (right) across twenty tissues. The methylation levels are indicated with a color-coded Z-score, described in the key; **B.** Hierarchical clustering using Pearson's correlation of DNA methylation patterns between tissues; **C-D.** Average DNA methylation landscape along gene bodies of protein-coding (**C**) and lncRNA (**D**) genes and their flanking regions across twenty tissues; **E-F.** Average DNA methylation level of the protein-coding (**E**) and lncRNA (**F**) genes in a tissue of maximum expression (red) and the other tissues (blue).

**Figure 9.** Spearman's correlation coefficients between the expression levels of genes and the methylation levels in the promoters of the genes are shown across chromosomes (heatmaps) in a circus plot. The bar charts indicate the count of genes (left for protein-coding genes and right for lncRNAs) with significant negative (red) and positive (cyan) correlations ( $P < 0.05$ ) between the methylation level in their promoters and their expression values.

1  
2  
3  
4  
5  
6  
7  
8  
9  
10  
11  
12  
13  
14  
15  
16  
17  
18  
19  
20  
21  
22  
23  
24  
25  
26  
27  
28  
29  
30  
31  
32  
33  
34  
35  
36  
37  
38  
39  
40  
41  
42  
43  
44  
45  
46  
47  
48  
49  
50  
51  
52  
53  
54  
55  
56  
57  
58  
59  
60  
61  
62  
63  
64  
65

## References

1. Domestic Animal Diversity Information System. <http://dad.fao.org/>.
2. Dorshorst B, Okimoto R and Ashwell C. Genomic regions associated with dermal hyperpigmentation, polydactyly and other morphological traits in the Silkie chicken. *J Hered*. 2010;101 3:339-50.
3. Dorshorst B, Molin AM, Rubin CJ, Johansson AM, Stromstedt L, Pham MH, et al. A complex genomic rearrangement involving the endothelin 3 locus causes dermal hyperpigmentation in the chicken. *PLoS Genet*. 2011;7 12:e1002412.
4. Arora G, Mishra SK, Nautiyal B, Pratap SO, Gupta A, Beura CK, et al. Genetics of hyperpigmentation associated with the Fibromelanosis gene (Fm) and analysis of growth and meat quality traits in crosses of native Indian Kadaknath chickens and non-indigenous breeds. *Br Poult Sci*. 2011;52 6:675-85.
5. Łukasiewicz M, Niemiec J, Wnuk A and Mroczek-Sosnowska N. Meat quality and the histological structure of breast and leg muscles in Ayam Cemani chickens, Ayam Cemani× Sussex hybrids and slow-growing Hubbard JA 957 chickens. *Journal of the Science of Food and Agriculture*. 2015;95 8:1730-5.
6. Dharmayanthi AB, Terai Y, Sulandari S, Zein MS, Akiyama T and Satta Y. The origin and evolution of fibromelanosis in domesticated chickens: Genomic comparison of Indonesian Cemani and Chinese Silkie breeds. *PLoS One*. 2017;12 4:e0173147.
7. It has been registered on UNESCO's Memory of the World Programme in 2009. <http://www.unesco.org/new/en/communication-and-information/memory-of-the-world/>.
8. Zhang GJ, Li C, Li QY, Li B, Larkin DM, Lee C, et al. Comparative genomics reveals insights into avian genome evolution and adaptation. *Science*. 2014;346 6215:1311-20.
9. Hillier LW, Miller W, Birney E, Warren W, Hardison RC, Ponting CP, et al. Sequence and comparative analysis of the chicken genome provide unique perspectives on vertebrate evolution. *Nature*. 2004;432 7018:695-716.
10. Warren WC, Hillier LW, Tomlinson C, Minx P, Kremitzki M, Graves T, et al. A New Chicken Genome Assembly Provides Insight into Avian Genome Structure. *G3-Genes Genomes Genetics*. 2017;7 1:109-17.
11. Miller SA, Dykes DD and Polesky HF. A simple salting out procedure for extracting DNA from human nucleated cells. *Nucleic Acids Res*. 1988;16 3:1215.
12. Luo R, Liu B, Xie Y, Li Z, Huang W, Yuan J, et al. SOAPdenovo2: an empirically improved memory-efficient short-read de novo assembler. *Gigascience*. 2012;1 1:18.
13. Salmela L and Rivals E. LoRDEC: accurate and efficient long read error correction. *Bioinformatics*. 2014;30 24:3506-14.
14. Gnerre S, Maccallum I, Przybylski D, Ribeiro FJ, Burton JN, Walker BJ, et al. High-quality draft assemblies of mammalian genomes from massively parallel sequence data. *Proc Natl Acad Sci U S A*. 2011;108 4:1513-8.
15. Boetzer M and Pirovano W. SSPACE-LongRead: scaffolding bacterial draft genomes using long read sequence information. *Bmc Bioinformatics*. 2014;15 1:211.
16. Gao S, Sung WK and Nagarajan N. Opera: reconstructing optimal genomic scaffolds with high-throughput paired-end sequences. *J Comput Biol*. 2011;18 11:1681-91.
17. Harris R. *Improved pairwise alignment of genomic DNA*. PhD Thesis, 2007.

18. English AC, Richards S, Han Y, Wang M, Vee V, Qu J, et al. Mind the gap: upgrading genomes with Pacific Biosciences RS long-read sequencing technology. *PLoS One*. 2012;7 11:e47768.
19. Sohn JI and Nam JW. The present and future of de novo whole-genome assembly. *Brief Bioinform*. 2016;bbw096. doi:10.1093/bib/bbw096.
20. McKenna A, Hanna M, Banks E, Sivachenko A, Cibulskis K, Kernytsky A, et al. The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data. *Genome Res*. 2010;20 9:1297-303.
21. VecScreen <https://anonsvn.ncbi.nlm.nih.gov/repos/v1/trunk/c++/> and UniVec database <https://www.ncbi.nlm.nih.gov/tools/vecscreen/univec/>.
22. Simao FA, Waterhouse RM, Ioannidis P, Kriventseva EV and Zdobnov EM. BUSCO: assessing genome assembly and annotation completeness with single-copy orthologs. *Bioinformatics*. 2015;31 19:3210-2.
23. Rausch T, Zichner T, Schlattl A, Stutz AM, Benes V and Korbel JO. DELLY: structural variant discovery by integrated paired-end and split-read analysis. *Bioinformatics*. 2012;28 18:i333-i9.
24. Layer RM, Chiang C, Quinlan AR and Hall IM. LUMPY: a probabilistic framework for structural variant discovery. *Genome Biol*. 2014;15 6:R84.
25. Li H. FermiKit: assembly-based variant calling for Illumina resequencing data. *Bioinformatics*. 2015;31 22:3694-6.
26. Chong Z, Ruan J, Gao M, Zhou W, Chen T, Fan X, et al. novoBreak: local assembly for breakpoint detection in cancer genomes. *Nat Methods*. 2017;14 1:65-7.
27. Tempel S. Using and understanding RepeatMasker. *Mobile Genetic Elements: Protocols and Genomic Applications*. 2012:29-51.
28. Bao W, Kojima KK and Kohany O. Repbase Update, a database of repetitive elements in eukaryotic genomes. *Mob DNA*. 2015;6 1:11.
29. Picard Tools. <http://broadinstitute.github.io/picard/>.
30. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*. 2013;29 1:15-21.
31. Pertea M, Pertea GM, Antonescu CM, Chang TC, Mendell JT and Salzberg SL. StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat Biotechnol*. 2015;33 3:290-5.
32. TransDecoder. <https://github.com/TransDecoder/TransDecoder/>.
33. Wang L, Park HJ, Dasari S, Wang SQ, Kocher JP and Li W. CPAT: Coding-Potential Assessment Tool using an alignment-free logistic regression model. *Nucleic Acids Research*. 2013;41 6:e74-e.
34. Kong L, Zhang Y, Ye ZQ, Liu XQ, Zhao SQ, Wei L, et al. CPC: assess the protein-coding potential of transcripts using sequence features and support vector machine. *Nucleic Acids Research*. 2007;35 suppl\_2:W345-W9.
35. You B-H, Yoon S-H and Nam J-W. High-confidence coding and noncoding transcriptome maps. *Genome research*. 2017;27 6:1050-62.
36. Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, Van Baren MJ, et al. Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nature biotechnology*. 2010;28 5:511-5.

37. Zhao Y, Li H, Fang S, Kang Y, Hao Y, Li Z, et al. NONCODE 2016: an informative and valuable data source of long non-coding RNAs. *Nucleic acids research*. 2016;44 D1:D203-D8.
38. Yeo G and Burge CB. Maximum entropy modeling of short sequence motifs with applications to RNA splicing signals. *Journal of computational biology*. 2004;11 2-3:377-94.
39. Pauli A, Valen E, Lin MF, Garber M, Vastenhouw NL, Levin JZ, et al. Systematic identification of long noncoding RNAs expressed during zebrafish embryogenesis. *Genome research*. 2012;22 3:577-91.
40. Weikard R, Hadlich F and Kuehn C. Identification of novel transcripts and noncoding RNAs in bovine skin by deep next generation sequencing. *BMC genomics*. 2013;14 1:789.
41. Billerey C, Boussaha M, Esquerré D, Rebours E, Djari A, Meersseman C, et al. Identification of large intergenic non-coding RNAs in bovine muscle using next-generation transcriptomic sequencing. *BMC genomics*. 2014;15 1:499.
42. Al-Tobasei R, Paneru B and Salem M. Genome-wide discovery of long non-coding RNAs in rainbow trout. *PLoS One*. 2016;11 2:e0148940.
43. reshape2. <https://github.com/hadley/reshape>.
44. Krueger F and Andrews SR. Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. *Bioinformatics*. 2011;27 11:1571-2..
45. Laurent L, Wong E, Li G, Huynh T, Tsirigos A, Ong CT, et al. Dynamic changes in the human methylome during differentiation. *Genome Res*. 2010;20 3:320-31..
46. Huang YZ, Sun JJ, Zhang LZ, Li CJ, Womack JE, Li ZJ, et al. Genome-wide DNA methylation profiles and their relationships with mRNA and the microRNA transcriptome in bovine muscle tissue (*Bos taurine*). *Sci Rep*. 2014;4:6546.
47. Laine VN, Gossman TI, Schachtschneider KM, Garroway CJ, Madsen O, Verhoeven KJ, et al. Evolutionary signals of selection on cognition from the great tit genome and methylome. *Nat Commun*. 2016;7:10474.
48. Li A, Zhou ZY, Hei X, Otecko NO, Zhang J, Liu Y, et al. Genome-wide discovery of long intergenic noncoding RNAs and their epigenetic signatures in the rat. *Sci Rep*. 2017;7 1:14817.

**Table 1.** Summary of whole genome sequencing data

**Table 2.** Sequencing and mapping summary of RNA-seq data

**Table 3.** Sequencing and mapping summary of RRBS data

**Table 4.** Comparison of genome completeness using BUSCO

**Table 5.** Summary of methylated CpG sites across twenty tissues

Figure 1

Click here to download Figure  
Figure1\_Ogye\_genome\_assembly.pdf

B.

## Preprocessing

How the deposited data were processed for this re-analysis (not part of the article)

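The files analysed here are the expression levels of protein-coding and lncRNA genes in 40 RNA-seq libraries of 20 tissues of a Yeonsan Ogye bird, 1 paired-end and 1 single-end library per tissue. The unit is FPKM, and the deposited FPKM values had already been made comparable by the authors: reads were trimmed with sickle, aligned with STAR inside RSEM to the Ogye_1.1 genome with its annotation of 15766 protein-coding and 6900 lncRNA genes, and the values were quantile normalized across tissues. The version of RSEM is not given in the materials searched. Sorted values are nearly the same in every library of a layout for protein-coding genes and in every single-end library for lncRNA genes. The paired-end lncRNA values share their highest value, but their sums lie between 572028 and 650536, so they are not the same set of values in each library. Protein-coding values sum to between 999947 and 1000000 in each paired-end library, as a per-million scale would, although the values are named FPKM. The lowest value of a library is shared by many genes. It lies above 0 in 4 paired-end and 17 single-end libraries for protein-coding genes, and in 8 single-end libraries for lncRNA genes. A gene at the lowest value is therefore not distinguished from one without reads.

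Every value, in each library and gene, is a multiple of the same small step, so steps of single reads were not recoverable and depth is not known from the files. The paper's Table 2 gives the read numbers and mapping rates. Each tissue was sampled from 1 bird, and the 2 layouts of a tissue were kept apart and not averaged, so counts and FPKM values carry no replicate error. The spread between tissues is a spread between organs.

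The mapping of libraries to tissues was taken from the sample labels and the paper's Table 2, and fascia, comb, skin and shank were taken as black tissues from the paper's text. Paired-end libraries were the main setting because the paper names them. A gene counted as expressed in a tissue at 10 FPKM or more, and as tissue-specific when its maximum was at least 4 times the mean over 20 tissues and above 0. Shares of genes are given with 95% Wilson intervals. Principal components were computed by singular value decomposition of the FPKM values of tissue-specific genes, centred by gene. The closeness of tissues on PC1 to PC3 was tested by exact permutation over all choices of 4 tissues, or all pairs, one-sided. Correlations over tissues and between tissue-by-tissue matrices were tested with 100000 permutations.

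Black and other tissues were compared by limma on log2(FPKM + 1) for genes with a maximum of at least 1 FPKM, with lmFit and eBayes with trend, Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. This comparison is not one the paper made. It was repeated on 100 splits of the 20 paired-end libraries into 4 and 16, the labelled split included. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. The procedures were tested on simulated data: permuted labels were put back for 20 of 20 simulated tissues, 100 of 100 planted specific genes were found among 1000, and limma called 192 of 200 changed genes and 11 unchanged genes among 10000 genes. The simulated gene sets shared the same relations between tissues, and the simulated limma values were independent normal draws. These results check the procedures and give no error rate for the FPKM values.

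The alternatives were single-end libraries, thresholds of 5 and 20 FPKM, a further quantile normalization, scaling of each library to a common sum, 3-fold and 5-fold specificity, the mean over the other 19 tissues, log2 and unit-variance scales, all genes, a pseudocount of 0.1, other filters, eBayes without trend, and leaving out each black tissue. Settings tried later are named in the closing part on processing and in that on differences.

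Genes named in the text follow a rule: the genes whose expression the paper names; for each black tissue, the gene with the highest FPKM among those at 10 FPKM or more in that tissue only; up to 5 higher and 3 lower genes by limma whose single-end difference has the same sign; and the gene with the largest squared loading on each PC. Protein-coding genes have identifiers without names in the materials used here, so few are given. Not every gene that the rule chooses is reported here. As identifiers are not paired with names, krt9, edn3 and a list of melanocyte marker genes were not analysed here. DNA methylation was not analysed here either.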

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

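The tests of exchanged names, of mapping rate, of the gallbladder values and of exchanged libraries below were chosen only after the results they bear on had been seen, while the tests of tied values were set before their own result was known.

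The paper describes the PCs of lncRNAs as discerning both distant and related tissues better than those of protein-coding genes. Here the protein-coding and lncRNA values of the same libraries also differed in which tissues were most alike by Spearman's rho. The correlation between the tissue-by-tissue matrices of Spearman's rho of the 2 gene classes was r = 0.256 in the paired-end libraries (one-sided permutation p = 0.0443) and r = 0.246 in the single-end libraries (p = 0.0490). Between the layouts, the same matrices had r = 0.983 for protein-coding and r = 0.920 for lncRNA genes (p = 1e-05 for each, the smallest that the permutations can give). No tissue of the 20 had the same nearest tissue in both gene classes, in either layout. Liver and pancreas had a rho of 0.976 across protein-coding genes in the paired-end libraries, the highest of all pairs, and 0.455 across lncRNA genes.

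A candidate explanation is that the protein-coding values stand under other tissues' names, with the lncRNA values under their own. An exchange of names chosen to make the matrices alike raised r to 0.887, against at most 0.458 in 20 matrices shuffled freely and at most 0.723 in 20 that kept each tissue's mean relation to the others. Much of a high r can thus be had from such a search alone, and 0.887 lies above both, but neither kind of shuffled matrix keeps the clusters of tissues, so the result cannot tell exchanged names from relations between tissues that differ between the gene classes. The exchange found in paired-end libraries gave r = 0.785 in the single-end libraries, but this cannot tell the explanations apart, since the layouts share their labels and their bird. Whole libraries exchanged between tissues would move both matrices together and leave r at 0.256, so this r cannot tell whether any were exchanged. Ties at the lowest value were tested by keeping genes above it in every paired-end library (11115 protein-coding and 845 lncRNA genes), and r was 0.190, no higher than before. A further test, on the paper's own figure and count, is under the other observations. All of these were made on the data in which the pattern was seen, the files were not relabelled for any result, and a biological difference between gene classes remains open to a check by the authors' own records.

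The expression level of lnc-LAMA2-1 in the paired-end library of shank lay far from the other 3 black tissues, with a gap of 0.858 of the whole range, above Dixon's 95% critical value for 4 samples. It was the only one of 10 groups of 4 black tissues tested in this way to pass. About 1 in 20 would pass by chance if each group were drawn from 1 normal distribution. The values of these different organs were not checked for that. The rate also does not apply to this gene, because the paper names it for its high level in shank. In the single-end library of shank, which the paper does not analyse for expression, the gene was at 8.84 FPKM, so the excess is not seen in the other layout. No biological explanation was tested for it.

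The layouts were least alike in lncRNA genes for shank (Spearman's rho 0.509) and pancreas (0.538), and in protein-coding genes for the library labelled gallbladder (0.854, against a median of 0.982 over the 20 tissues). The single-end library of shank had the lowest mapping rate in the paper's Table 2, at 79.86%. Over the 20 tissues the single-end mapping rate and the lncRNA rho had a Pearson's r of 0.730 (permutation p = 0.000240, adjusted p = 0.000960 over 4 relations) and a Spearman's rho of 0.583 (p = 0.00797, adjusted p = 0.0159), and r was 0.498 (p = 0.0147) without the 2 tissues with the farthest mapping rates. The same mapping rates had r = 0.0923 with the protein-coding rho (p = 0.731, adjusted p = 0.731). Mapping rate may account for part of the low lncRNA rho of shank, but skin had the second lowest mapping rate, at 84.00%, and a rho of 0.738, above the median of 0.724. Ties do not account for it, since over the 3394 genes above the lowest value in both libraries the rho of shank was 0.574, still the lowest of the 20 tissues, with pancreas, whose mapping rate was 84.35%, next at 0.799. The library labelled gallbladder had a mapping rate of 87.06%, only the sixth lowest, so its own mapping rate leaves its protein-coding rho unexplained. If protein-coding values named gallbladder came from shank, the lowest mapping rate, 79.86%, would belong to them, which is consistent with exchanged names but was noticed and tested on the same values. No biological explanation was tested for these differences between layouts.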

How the results depend on the processing

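The comparison of layouts within each gene class, a strict reading of the threshold, thresholds between 9.5 and 15 FPKM on protein-coding genes, and folds over the median, at 2 or 3.5 over the mean, or other than 4 over the mean of the other 19 tissues were tried only after the values had been seen. A threshold close to 10 FPKM and a fold close to 4 were also tried on lncRNA genes after the values had been seen. Their counts are not reported here. All other alternatives in this part were set before the data were examined. The causes of the changes listed here were not tested.

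Counts of genes stayed within 1.5 times their value except as follows. At 5 FPKM, 3453 protein-coding and 535 lncRNA genes passed in all tissues and 716 lncRNA genes in a single tissue. At 20 FPKM the same counts were 572, 215 and 1901, and 4540 protein-coding genes passed in black tissues. At 15 FPKM, 881 protein-coding genes passed in all tissues. With each library scaled to a common sum, 783 did. In all 4 black tissues, 2760 protein-coding and 920 lncRNA genes passed. At 2-fold, 12781 protein-coding genes were tissue-specific over the mean, 13416 over the median and 13292 over the mean of the other 19 tissues.

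The share of black-tissue genes that were tissue-specific moved to 35.8% for protein-coding and 69.9% for lncRNA genes with the mean over the other 19 tissues, to 43.3% and 79.4% at 3-fold, to 21.0% and 47.5% at 5-fold, and to 31.6% and 54.5% at 20 FPKM. The lncRNA share alone moved to 57.9% in single-end libraries, 56.4% with scaled libraries and 66.6% at 5 FPKM. It stayed above the protein-coding share under each of these.

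The FPKM of lnc-LAMA2-1 in shank was 8.84 in the single-end library, 141 after a further quantile normalization and 90.8 with scaled libraries.

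The variance on the first 3 PCs was 70.0% for protein-coding and 96.5% for lncRNA genes in single-end libraries, 46.3% and 30.3% on log2(FPKM + 1), 44.2% and 28.3% on log2(FPKM + 0.1), 37.6% and 28.1% at unit variance, and 73.4% and 97.3% with all genes. For lncRNA genes it was 95.9% after a further quantile normalization. Both log scales and unit variance thus put protein-coding genes above lncRNA genes.

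The closeness of the black tissues by lncRNA genes no longer passed in single-end libraries (ratio 0.192, exact p = 0.525) or after a further quantile normalization (0.189, exact p = 0.333). By protein-coding genes it passed with all genes (0.340, exact p = 0.0291). Cerebrum and cerebellum passed by lncRNA genes in single-end libraries (0.00269, exact p = 0.0158), on log2(FPKM + 1) (0.0455, exact p = 0.0158) and on log2(FPKM + 0.1) (0.0418, exact p = 0.00526, the smallest that 190 pairs allow). By protein-coding genes their ratio reversed to below 1 in single-end libraries (0.438), on log2(FPKM + 1) (0.435), on log2(FPKM + 0.1) (0.403), at unit variance (0.552) and with all genes (0.724), without passing the test.

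The number of genes different between black and other tissues by limma, 31, lay between 21 and 35 under the pseudocount, filter, scaling, trend and single-end alternatives, but ranged from 0 to 94 genes across the 4 fits that each left out 1 black tissue, with 0 without shank (957 at an unadjusted p under 0.05). Within a gene class, 8 such counts changed. The labels of 20 of 20 libraries matched between layouts under each alternative over all genes. The alternatives for krt9 and for the melanocyte marker genes were not run, since identifiers are not paired with names here. Depth is unknown from the files, which limits every low value.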

Differences from the paper's values

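The thresholds other than 5, 10 and 20 FPKM, the folds over the median, a fold of 3.5 over the mean of the other 19 tissues and the choices of 4 other tissues were run only after the values had been seen.

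The paper's number of tissue-specific protein-coding genes at 10 FPKM or more is 280, and 4524 were found here. The paper gives this number where it compares promoter methylation. It does not say whether only genes with methylation values were counted, so the sets of genes may differ. For lncRNA genes the paper's number is 392, and 4839 were found here. None of the alternatives set before the data were examined closed either gap.

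The variances of Fig. 5D and 5E were read by eye. For protein-coding genes the paper's PC2 is about 15% in Fig. 5D, against 25.2% here, and its PC3 about 10% in Fig. 5D, against 16.1% here. Values within 1.5 times the paper's were reached on log2(FPKM + 1) (13.5% and 10.6%), on log2(FPKM + 0.1) (12.6% and 9.54%), at unit variance (11.3% and 8.22%) and with all genes (17.0% and 13.4%), but not in single-end libraries, after a further quantile normalization or with a minimum of 10 FPKM. With all genes, however, PC1 for protein-coding genes was 43.1%, away from the paper's value of about 23% in Fig. 5D. On both log2 scales and at unit variance it lay between 18.0% and 22.2%. For lncRNA genes the paper's PC3 is about 6.0% in Fig. 5E, against 2.40% here. It was 7.60% on log2(FPKM + 1), 7.19% on log2(FPKM + 0.1) and 7.38% at unit variance, all within 1.5 times, and outside that range under the other alternatives. Under those 3 settings PC1 for lncRNA genes was at most 13.9%, away from the paper's value of about 40% in Fig. 5E, so no single setting came near both.

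Other counts lie within 1.5 times the paper's, and some settings come close to them. For protein-coding genes in black tissues the paper's number is 6702, against 7490 here. Without fascia, an alternative set before the data were examined, it was 6701. At 12 FPKM, chosen after seeing the values, it was 6714. Of the 4845 choices of 4 tissues, examined after seeing the values, 1 gave 6702. For protein-coding genes in all tissues the paper's number is 1559, against 1599 here and 1558 with the threshold raised by 0.25 FPKM, chosen after seeing the values. For those in a single tissue it is 1814, against 1841 here and, at thresholds chosen after seeing the values, 1800 at 9.5 FPKM and 1827 at 11 FPKM. For tissue-specific protein-coding genes it is 9153, against 7353 here and 9348 at 3-fold, which was set before the data were examined. Folds chosen after seeing the values gave 9128 at 4-fold over the median and 9064 at 3.5-fold over the mean of the other 19 tissues. The lncRNA counts were 3291 in black tissues and 351 in all tissues, as in the paper, 1224 in a single tissue against the paper's 1226 (1227 after a further quantile normalization) and 5190 tissue-specific genes against the paper's 5191.

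The paper says that most genes expressed in black tissues appeared to be tissue-specific. That sentence covers both gene classes together and rests on Fig. 5A. By the 4-fold definition that the paper gives later, for its principal component analysis, the share was 60.9% for lncRNA but 29.5% for protein-coding genes. The maximum of such a gene could lie in a tissue that is not black. The paper places lnc-lama2-1 highest in shank, which held in the paired-end library, while the single-end value was highest in skin. It describes lncRNAs as discerning related tissues better than protein-coding genes, and the black tissues passed the test of closeness by lncRNA genes and not by protein-coding genes, whereas cerebrum and cerebellum passed by neither in the paired-end FPKM values.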

Other observations

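The tests on the paper's figure and count and those within a gene class were chosen only after the values they rest on had been seen, while the test without the genes of largest variance and the splits over all genes were set before their results were known.

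The hypothesis that protein-coding values stand under other tissues' names was tested on the paper's Fig. 5B and its count of black-tissue genes. Fig. 5B shows a protein-coding gene with its 3 highest bars in comb, skin and shank. Protein-coding values under another tissue's name would put such heights under other labels: within 10% of the heights read by eye, 0 protein-coding genes had them under comb, skin and shank, and 1 gene had them under any other names. That gene, OGYEPROG009144, was at 634 FPKM in the paired-end library labelled eye, 224 FPKM in that labelled spleen and 107 FPKM in that labelled gallbladder, with 5.31 FPKM as its next value. In the single-end libraries with these labels the gene was at 762, 275 and 485 FPKM, in that order. Gallbladder was above spleen there, so the single-end values do not repeat the order of heights. It is not paired with a gene name here. Of the 17 choices of 4 tissues that include those 3 labels, with between 6617 and 7430 genes at 10 FPKM or more, 1 gave the paper's number of 6702, that with uterus, and no other of the 4845 choices did. A match of some choice is not rare, since all choices lie between 6599 and 8496 genes, and leaving out fascia under the labels as they are gave 6701. Exchanged names cannot change the protein-coding counts in a single tissue or in all tissues, nor the number of tissue-specific genes. Those were 1841, 1599 and 7353, against the paper's 1814, 1559 and 9153. Those counts thus miss the paper's under any names, so a match in 6702 cannot decide for exchanged names. The 10% range was set with the gene already in view. For the count, the label uterus would have to hold values of fascia. Across protein-coding genes, uterus was nearest to the labels cerebellum (rho 0.929) and cerebrum (0.893). Its rho was 0.884 with spleen, 0.828 with eye and 0.815 with gallbladder. Across lncRNA genes, fascia had a rho of 0.634 with skin but only 0.430 with cerebellum. The nearness of uterus to the brain labels also puts the match in the count in doubt, unless those labels are exchanged too. Exchanged names may still explain the figure and the pattern between gene classes, as a hypothesis for the authors' records to settle. If it holds, protein-coding values under the name of a black tissue come from another tissue, and the values at the claims about protein-coding genes and black or brain tissues bear on the labels only.

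Between black and other tissues, limma found 31 genes of 21544 with an adjusted p under 0.05, all higher in the black tissues and all lncRNA genes. Of the 100 splits of the 20 libraries into 4 and 16, 7 gave as many genes, so the number does not stand out from other splits. Among lncRNA genes alone 2 of 100 did, a comparison chosen afterwards. Among protein-coding genes the labelled split gave 0 of 14979 genes (505 at an unadjusted p under 0.05), and 100 of 100 splits gave as many, as any split must when the number is 0, so that count shows nothing. The split with the most protein-coding genes, 112, was that of the libraries labelled spleen, gallbladder, kidney and eye, and that with the most lncRNA genes, 190, was cerebrum, mature egg, cerebellum and eye. Of the 31 genes, 29 had a difference of the same sign in the single-end libraries. The largest differences were in lnc-NFATC2-1 (7.23 on the log2(FPKM + 1) scale, standard error 1.18, limma adjusted p = 0.00879) and lnc-LAMA2-1 (5.30, standard error 0.74, limma adjusted p = 0.00872). They were followed by lnc-ENSGALT00000043774-1 (5.23), lnc-BTBD3-4 (4.42) and lnc-CD82-1 (4.40), and the median of the other 16 tissues was 0 FPKM for each of the 5. Of these, lnc-CD82-1 was at 0 FPKM in fascia and differed by only 0.35 in the single-end libraries. Another tissue was above the lowest black tissue for some of them: lnc-NFATC2-1 was at 140.2 FPKM in spleen and 103.1 FPKM in comb, lnc-ENSGALT00000043774-1 at 19.1 FPKM in pancreas and 10.1 FPKM in fascia, and lnc-BTBD3-4 at 3.93 FPKM in bone marrow and 1.40 FPKM in fascia.

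More of the variance lay on PC1 to PC3 for lncRNA genes (95.4%) than for protein-coding genes (69.2%). A few genes with very high values are a candidate explanation, since the 10 genes of largest variance held 98.7% and 85.4% of the variance of the 2 classes. Without them the percentages were 38.5% and 35.2%. The lncRNA genes stayed above, so these genes do not fully explain the order, although most of the gap closed and log2(FPKM + 1) reversed it (30.3% against 46.3%). No biological explanation was tested.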
